# Exercise-mimetic AICAR transiently benefits brain function

**DOI:** 10.18632/oncotarget.4715

**Published:** 2015-07-17

**Authors:** Davide Guerrieri, Henriette van Praag

**Keywords:** Gerotarget, running, AMPK, AICAR, hippocampus, muscle

## Abstract

Exercise enhances learning and memory in animals and humans. The role of peripheral factors that may trigger the beneficial effects of running on brain function has been sparsely examined. In particular, it is unknown whether AMP-kinase (AMPK) activation in muscle can predict enhancement of brain plasticity. Here we compare the effects of running and administration of AMPK agonist 5-Aminoimidazole-4-carboxamide 1-β-D-ribofuranoside (AICAR, 500 mg/kg), for 3, 7 or 14 days in one-month-old male C57BL/6J mice, on muscle AMPK signaling. At the time-points where we observed equivalent running- and AICAR-induced muscle pAMPK levels (7 and 14 days), cell proliferation, synaptic plasticity and gene expression, as well as markers of oxidative stress and inflammation in the dentate gyrus (DG) of the hippocampus and lateral entorhinal cortex (LEC) were evaluated. At the 7-day time-point, both regimens increased new DG cell number and brain-derived neurotrophic factor (BDNF) protein levels. Furthermore, microarray analysis of DG and LEC tissue showed a remarkable overlap between running and AICAR in the regulation of neuronal, mitochondrial and metabolism related gene classes. Interestingly, while similar outcomes for both treatments were stable over time in muscle, in the brain an inversion occurred at fourteen days. The compound no longer increased DG cell proliferation or neurotrophin levels, and upregulated expression of apoptotic genes and inflammatory cytokine interleukin-1β. Thus, an exercise mimetic that produces changes in muscle consistent with those of exercise does not have the same sustainable positive effects on the brain, indicating that only running consistently benefits brain function.

## INTRODUCTION

Consistent evidence is emerging from both human and animal research that exercise benefits brain function throughout the lifespan. Physical activity may also translate into prevention or delay of neurodegenerative disorders [1, 2]. In the brain, underlying mechanisms that have been investigated include neurotransmitters, neurotrophins, fine neuronal morphology, blood flow, angiogenesis and hippocampal neurogenesis [1, 3]. In particular, the dentate gyrus (DG) of the hippocampus, a region vulnerable to neurodegeneration [4] and crucial for new memory formation, is positively influenced by exercise [3, 5]. Voluntary wheel running increases new DG neuron production [3], reduces hippocampal neuroinflammation [6, 7] and elevates neurotrophin levels, such as brain-derived neurotrophic factor (BDNF) [8]. BDNF signaling is involved in cell survival, synaptogenesis and cognitive function [1, 9]. Moreover, running up-regulates BDNF in the perirhinal cortex [10], a brain area that, together with the lateral entorhinal cortex (LEC), provides significant afferent input to adult-born DG neurons [11].

Interestingly, the peripheral triggers that may elicit the response of the central nervous system to running remain unclear. Blocking systemic neurotrophic factors such as insulin-like growth factor (IGF) and vascular endothelial growth factor (VEGF) preclude exercise-induced neurogenesis [12, 13]. Muscle activation may result in release of myokines [14] that influence other organs, including the brain. Muscle energy metabolism is regulated by AMP-kinase (AMPK), a key energy-sensing enzyme that is activated by a decrease in the ATP/AMP ratio within cells [15]. AMPK lies at the core of complex interconnected energy-sensing networks that include other transcriptional co-activators, such as peroxisome proliferator-activated receptor gamma coactivator-1 alpha (PGC-1α) [16]. Activation of this metabolic network [17] increases catabolism [18], and reduces anabolic processes [19]. Pharmacological or transgenic activation of these transcription factors in muscle can mimic effects of exercise on endurance [20], cognition, adult neurogenesis [21, 22], and mood [23]. Conversely, lack of functional AMPK in skeletal muscle precludes spatial memory improvement [22].

It remains unclear how AMPK activation in muscle affects brain function. In previous studies AMPK agonist 5-Aminoimidazole-4-carboxamide 1-β-D-ribofuranoside (AICAR) improved memory function and neurogenesis when administered for one week, but not upon longer treatment [21]. Therefore, we compared the time-course of peripheral and central effects of AICAR and exercise, measuring energy pathway activation in muscle and indices of hippocampal and cortical neural plasticity. In particular, we aimed to determine effects of AICAR and running on cell proliferation [21, 24], BDNF levels [8, 9], inflammatory cytokines [6, 7, 25], oxidative stress [26, 27], and gene expression in DG and LEC. Our results show that, in muscle, effects of AICAR and exercise overlap, while in the brain, cell proliferation, neurotrophin levels and expression of neural plasticity-relevant genes are only transiently increased by AICAR. Indeed, fourteen days of AICAR resulted in increased expression of apoptotic genes and inflammatory cytokine levels, and differentially regulated oxidative stress markers. Our data indicate that prolonged pharmacological activation of muscle energy metabolism may hamper brain function.

## RESULTS

### AICAR and running increase AMPK pathway proteins in muscle

To compare effects of AICAR and exercise in muscle, we evaluated the activation of the AMPK pathway. Specifically, the phosphorylation levels of AMPK (pAMPK), and the expression levels of PGC-1α and Glucose Transporter type 4 (GLUT4) were measured. One-month-old male mice were divided into control (CTR), AICAR (ACR) and exercise (RUN) groups (*n* = 7–8 per group) and evaluated at three different time points (3, 7 and 14 days). All animals received daily saline (CTR, RUN) or AICAR (ACR) injections (Figure 1A, Table 1). The RUN groups had free access to running wheels; daily running distances were not significantly different (F_(2, 26)_ = 0.73, *p* = 0.49) between RUN3 (3420 ± 726 m/day), RUN7 (3182 ± 381 m/day) and RUN14 (2649 ± 329 m/day) groups. Gastrocnemius muscle tissue was used for western blot analysis.

**Figure 1:**
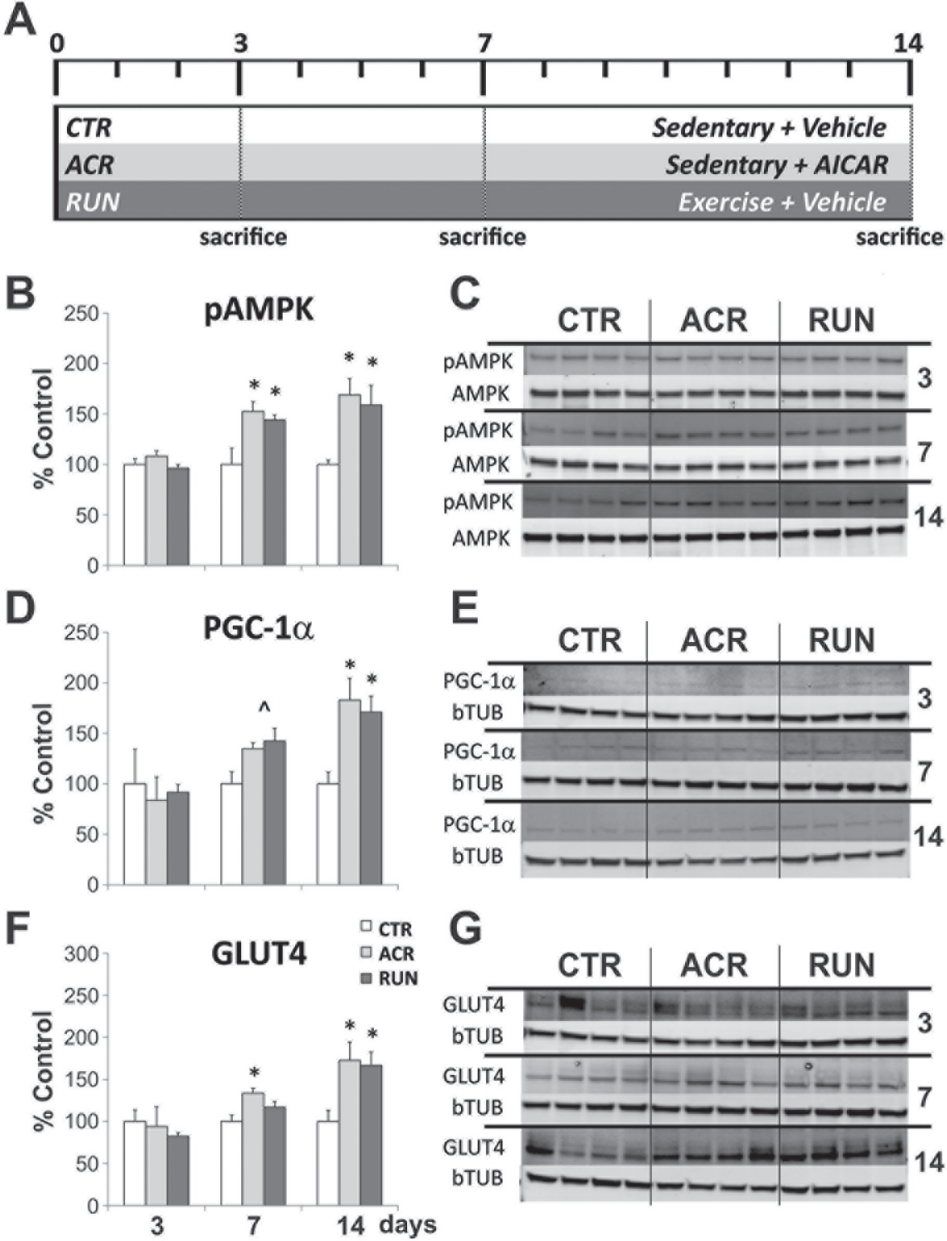
Comparison between effects of AICAR and running on expression levels of AMPK pathway components in muscle **A.** Timeline of the running and AICAR treatment. CTR = control groups; ACR = AICAR treated groups; RUN = voluntary running groups. Immunoblotting of gastrocnemius tissues after 3, 7 and 14 days of treatment; **B–C.** Phosphorylation of AMPK is increased by both AICAR and running after 7 days of treatment; **D–E.** Expression levels of PGC-1α showed a trend towards an increase after both treatments after 7 days, and a significant increase after 14 days; **F–G.** Expression levels of GLUT4 are increased by AICAR after 7 days, and by both AICAR and running after 14 days. (*p < 0.05; ^˄^*p* = 0.066). Error bars denote S.E.M.

**Table 1:** Mouse age, groups and treatment duration

**MOUSE AGE**	4 weeks, 3 days			5 weeks			6 weeks		
**TREATMENT DURATION**	3 days			7 days			14 days		
**TREATMENT**	Control	AICAR	Exercise	Control	AICAR	Exercise	Control	AICAR	Exercise
**GROUP (N)**	4	4	4	4/8^1^	4/8^1^	4/8^1^	4/8^1^	4/7^1^	4/7^1^

Mice were divided into Control, AICAR or Exercise groups. Treatment lasted 3, 7 or 14 days, and mouse age at the completion of treatment is shown in the top row.

1 animals injected with bromodeoxyuridine (BrdU), 50 mg/kg, daily for seven days.

At the 3-day time-point no changes were observed in any of the proteins (pAMPK, PGC-1α, GLUT-4) measured (Figure 1B–1G). One way analysis of variance (ANOVA) and Fisher's post-hoc analysis showed a significant increase in muscle pAMPK levels after 7 days for AICAR treated and running mice (F_(2, 20)_ = 6.72, *p* < 0.006). At the 7-day time-point specific post-hoc comparisons showed that both ACR7 (155 ± 9%) and RUN7 (135 ± 3%) differed significantly from CTR7 (100 ± 16%; *p* < 0.05). After 14 days both treatments also showed an increase of pAMPK levels (F_(2, 19)_ = 7.35, *p* < 0.004) compared to the control group. Post-hoc comparisons revealed a significant up-regulation of ACR14 (169 ± 16%) and RUN14 (159 ± 19%) as compared to CTR14 (100 ± 4%; *p* < 0.05), (Figure 1B, 1C). Furthermore, a parallel trend towards an increase in the expression levels of PGC-1α was detected for both treatments after 7 days (F_(2, 21)_ = 3.11, *p* = 0.066). Significant elevations in PGC-1α levels were observed after 14 days (F_(2, 19)_ = 5.03, *p* < 0.02), with specific comparisons showing that ACR14 (183 ± 22%) and RUN14 (171 ± 16%) differed from CTR14 (100 ± 12%; *p* < 0.05), (Figure 1D, 1E). GLUT4 protein levels were augmented by AICAR at 7 days (F_(2, 21)_ = 3.73, *p* < 0.04). Post-hoc comparisons showed that ACR7 (134 ± 8%), but not RUN7 (117 ± 7%) differed significantly from CTR7 (100 ± 7%; *p* < 0.05). After 14 days, levels of GLUT4 are robustly up-regulated by both treatments (F_(2, 19)_ = 4.77, *p* < 0.02). Specific comparisons indicated that both ACR14 (173 ± 17%) and RUN14 (167 ± 16%) differ significantly from CTR14 (100 ± 13%; *p* < 0.05), (Figure 1F, 1G).

### AICAR and exercise elevate brain pAMPK

To assess whether AICAR activates the AMPK pathway in the DG and LEC, we evaluated the expression levels of pAMPK at 7 and 14 days of treatment (*n* = 4–8 per group). One way ANOVA showed no significant increase in DG pAMPK levels at 7 days for both treatments: ACR7 (114 ± 20%) and RUN7 (112 ± 9%) as compared to CTR7 (100 ± 7%). However, a significant elevation was recorded at 14 days (F_(2, 13)_ = 7.682, *p* < 0.01), for both ACR14 (167 ± 19%) and RUN14 (168 ± 18%) as compared to CTR14 (100 ± 21%; *p* < 0.05). Interestingly, in the LEC only exercise increased pAMPK levels at both time points: (F_(2, 9)_ = 4.69, *p* < 0.04) RUN7 (147 ± 9%) as compared to CTR7 (100 ± 7%; *p* < 0.05) and (F_(2, 13)_ = 3.84, *p* < 0.05) RUN14 (140 ± 8%) as compared to CTR14 (100 ± 14%; *p* < 0.05), whereas neither ACR7 (102 ± 17%) nor ACR14 (94 ± 24%) differed from respective controls (Figure 2A–2B).

**Figure 2:**
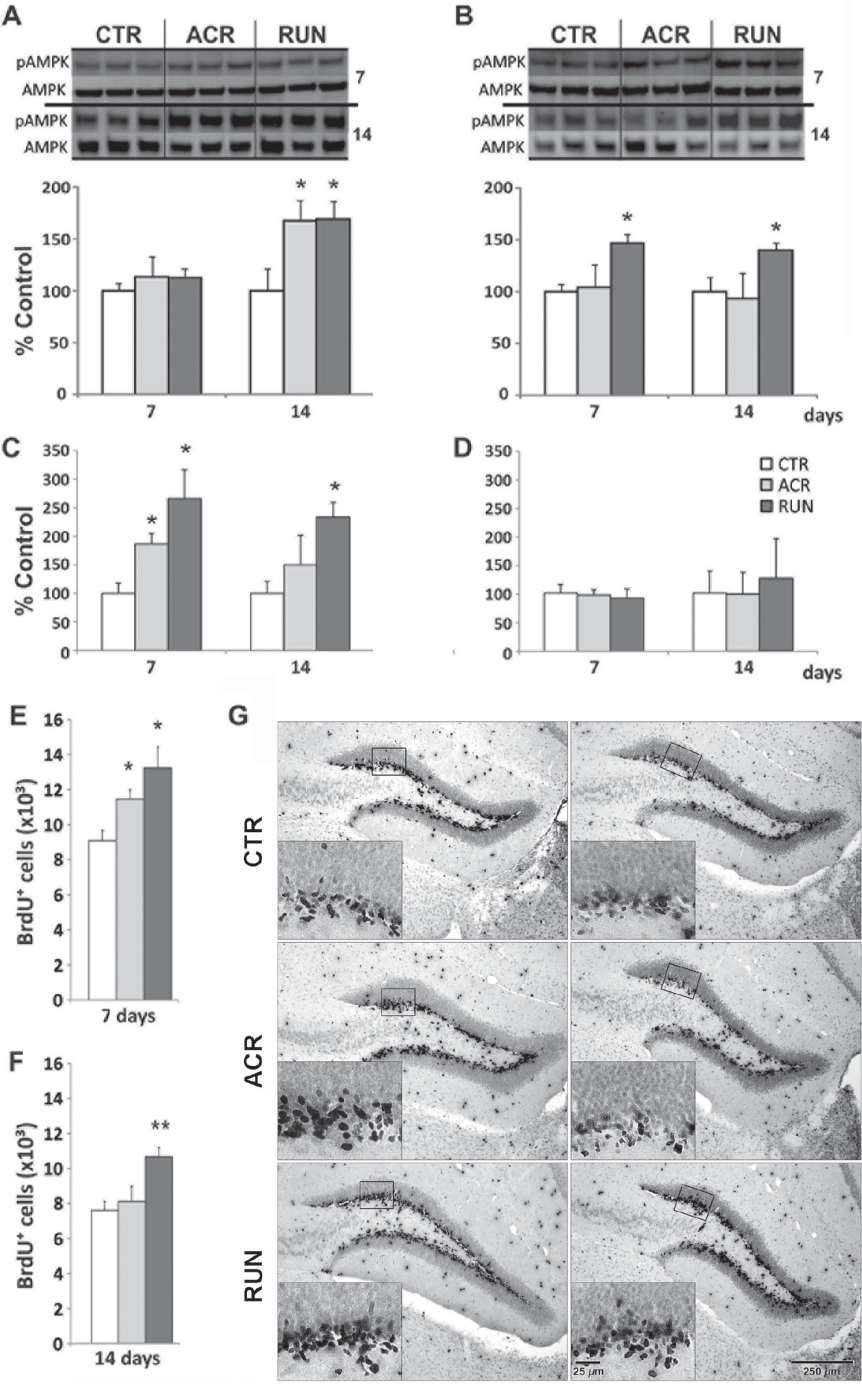
Effects of AICAR and running on AMPK activation and synaptic plasticity markers in dentate gyrus (DG) and lateral entorhinal cortex (LEC) **A, B.** AMPK phosphorylation (pAMPK) in (A) DG and (B) LEC, immunoblotting of tissue after 7 days and 14 days of treatment in control (CTR), AICAR treated (ACR) and voluntary running (RUN) mice. pAMPK is increased in (A) DG by both interventions at 14 days and (B) in the LEC only by running. **C.** DG BDNF levels are elevated in ACR7, RUN7 and RUN14 but not in the ACR14 group; **D.** No change in BDNF protein in the LEC; **E–F.** DG BrdU-positive cell number increases in ACR7, RUN7 and RUN14 but not ACR14 mice; **G.** Photomicrographs of BrdU-positive cells after 7 (left column) and 14 (right column) days. Sections derived from CTR7 and CTR14 groups (first row), ACR7 and ACR14 (second row) and RUN7 and RUN14 (third row) mice. Scale bar represents 250 μm in overview images and 25 μm in the high magnification inserts. (*p < 0.05; compared to CTR; **p < 0.05 compared to CTR and ACR). Error bars denote S.E.M.

### AICAR and exercise regulate DG BDNF protein

Effects of both regimens on BDNF protein levels in the DG and LEC of animals treated for 7 days and 14 days were evaluated. One-way ANOVA showed a significant increase in DG BDNF levels after both AICAR and wheel running for 7 days (F_(2, 26)_ = 5.56, *p* = 0.0098). Specific comparisons showed that ACR7 (188 ± 26%) and RUN7 (265 ± 50%) differed from CTR7 (100 ± 12%; *p* < 0.05). After 14 days only exercise still showed a significant increase in DG BDNF levels (F_(2, 18)_ = 4.28, *p* < 0.031), as evidenced by a post-hoc comparison between RUN14 (223 ± 32%) and CTR14 (100 ± 22%; *p* < 0.05), whereas AICAR treatment did not, (Figure 2C). No significant increase in LEC BDNF levels was observed at these time points (Figure 2D).

### Dentate gyrus (DG) cell proliferation

The thymidine analog BrdU was injected daily for seven days prior sacrifice. BrdU positive cells were counted in the granule cell layer. One way ANOVA revealed a significant increase in cell proliferation at the 7-day time-point (F_(2, 21)_ = 5.26, *p* < 0.01). Post-hoc comparisons showed that ACR7 (11444 ± 533 cells; 126 ± 6%; *p* < 0.05) and RUN7 (13232 ± 1286 cells; 146 ± 14%) differed significantly from control, CTR7 (9092 ± 598 cells, 100 ± 7%; *p* < 0.05), (Figure 2E–2G). Furthermore, as observed for DG BDNF levels at the 14 day time-point, cell proliferation was only increased by running (F_(2, 19)_ = 8.40, *p* < 0.002). Indeed, RUN14 (10867 ± 368 cells; 143 ± 5%), but not ACR14 (7996 ± 874 cells; 105 ± 12%), differed significantly from CTR14 (7589 ± 508 cells; 100% ± 7%), (Figure 2F–2G).

### Differential effects of AICAR and exercise on oxidative stress and inflammation markers

To assess whether divergent AICAR and exercise outcomes observed after fourteen days of treatment may be due to oxidative stress and or inflammation in the brain, we evaluated the expression levels of neuronal nitric oxide synthase (nNOS) as an oxidative stress marker, of interleukin-1β (IL-1β) as inflammatory marker and of vascular endothelial growth factor a (VEGFa) as a measure of vascularization. Protein levels were evaluated both in DG and in LEC at 7 and 14 days of treatment (*n* = 4–8 per group). No significant increase of nNOS was recorded in the DG after 7 days of treatment: ACR7 (91± 22%) and RUN7 (72 ± 9%) as compared to CTR7 (100 ± 8%). One way ANOVA showed divergent expression levels of DG nNOS after 14 days (F_(2, 13)_ = 3.814, *p* < 0.05) with a significant increase in RUN14 (159 ± 30%) but not in ACR14 (131 ± 16%). Interestingly, one way ANOVA showed that AICAR increased LEC nNOS levels both after 7 days (F_(2, 13)_ = 3.814, *p* < 0.05) and 14 days (F_(2, 13)_ = 5.269, *p* < 0.05). AICAR elevated LEC nNOS in ACR7 (200 ± 22%) as compared to RUN7 (126.3 ± 25%) and CTR7 (100 ± 28%), and in ACR14 (135 ± 12.1%) as compared to RUN14 (107 ± 3%) and CTR14 (100 ± 6%), (Figure 3A–3B).

**Figure 3:**
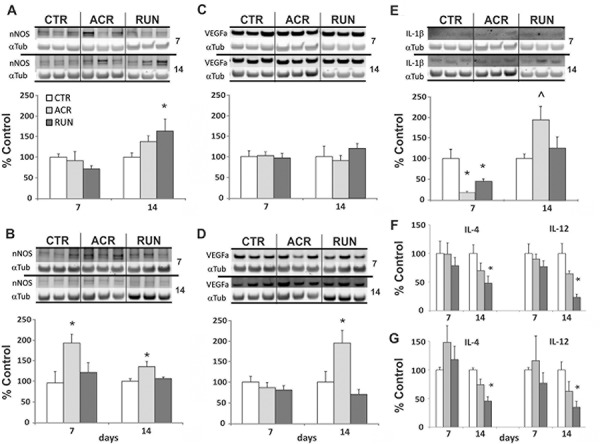
Expression levels of oxidative stress and inflammation markers in the brain **A.** DG and **B.** LEC nNOS immunoblotting of tissue after 7 and 14 days of treatment in control (CTR), AICAR treated (ACR) and voluntary running (RUN) mice. (A) DG nNOS is increased in by running after 14 days. (B) LEC nNOS is elevated by AICAR at every time point. **C.** DG and **D.** LEC VEGFa immunoblotting. (C) DG VEGFa levels are not increased. (D) LEC VEGFa increases after 14 days of AICAR **E.** DG IL-1β immunoblotting after 7 and 14 days; IL-1β levels are reduced by both treatments after 7 days but increased by AICAR after 14 days. (*p < 0.05; ^˄^*p* = 0.052). **F.** DG and **G.** LEC inflammation markers ELISA shows that 14 days of running decreases IL-4 and IL-12 levels. (*p < 0.05). Error bars denote S.E.M.

VEGFa expression also differed between AICAR and exercise, albeit in LEC but not in DG. In the DG both at 7 days and 14 days VEGFa expression did not differ from CTR groups: ACR7 (101 ± 8%), RUN7 (97 ± 8%) CTR7 (100 ± 10%), and ACR14 (89 ± 12%), RUN14 (113 ± 8%) CTR14 (100 ± 3%). In the LEC VEGFa expression was significantly affected by AICAR after 14 days (F_(2, 13)_ = 4.625, *p* < 0.05). Specifically, VEGFa expression was increased in ACR14 (193 ± 30%), as compared to RUN14 (70 ± 11%) and CTR14 (100 ± 25%), whereas seven days of treatment had no effect: ACR7 (86.7 ± 12%), RUN7 (80.9 ± 11%), CTR7 (100 ± 14%) (Figure 3C–3D).

A remarkable decrease in DG IL-1β levels induced by both treatments was observed at 7days (F_(2.13)_ = 3.814, *p* < 0.05). Both ACR7 (22 ± 2%) and RUN7 (45 ± 8%) showed reduced levels of IL-1β as compared to CTR7 (100 ± 24%). An inversion of AICAR's effect, but not of exercise, was recorded at 14 days (F_(2, 13)_ = 3.712, *p* = 0.052). ACR14 (197.3 ± 48%) induced an increase in IL-1β levels, but not RUN14 (128.3 ± 29%) as compared to CTR14 (100 ± 11%). LEC levels of IL-1β were not detectable. (Figure 3E).

### Running decreases DG and LEC cytokines

Effects of running and AICAR on cytokine levels in the DG and LEC of animals treated for 7 days and 14 days (*n* = 3–4) was evaluated. There was no change in DG or LEC IL-4 and IL-12 levels with both treatments after 7 days. After 14 days both IL-4 and IL-12 levels were significantly affected in the DG (IL-4: F_(2, 9)_ = 4.33, *p* < 0.05; IL-12: F_(2, 9)_ = 4.78, *p* < 0.05). Specific comparisons evidenced that RUN14 levels of IL-4 (48 ± 12%) and IL-12 (23 ± 5%) were lower than that of controls: CTR14, DG IL-4 (100 ± 15%) and DG IL-12 (100 ± 29%) (Figure 3F). Similarly, one way ANOVA showed significant reductions in the running group of LEC IL-4 (F_(2, 6)_ = 13.5, *p* < 0.01) and LEC IL-12 levels (F_(2, 6)_ = 5.52, *p* < 0.05). Post hoc analysis showed LEC RUN14 levels of IL-4 (45 ± 8%) and IL-12 (35 ± 10%) differed from CTR14 IL-4 (100 ± 4%) and IL-12 (100 ± 14%) levels (Figure 3G).

### Regulation of gene expression by AICAR and exercise

Microarray analysis of DG and LEC tissue derived from animals in control, AICAR treated and running groups was performed after 7 and 14 days of treatment. 

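The tissues differ in the genes that mark them: all 4 measured genes of dentate granule neurons were higher in DG than in LEC, at a median log2 difference of 2.12. C1ql2, a synaptic protein of granule cells, was 4.67 log2 units higher in DG (adjusted p = 9.7e-30 from limma's test) and Prox1, a transcription factor of granule cells, 3.17 (adjusted p = 1.6e-28). Of 8 markers of cortical layers, 5 were higher in LEC, as were 8 of 9 striatal markers and 5 of 7 markers of hypothalamus and amygdala, 9 markers of pyramidal neurons were split, 4 higher in DG and 2 in LEC (median 0.07), and 3 of 4 choroid plexus genes were higher in DG. The 54 arrays, 26 of DG and 28 of LEC, are Illumina mouse beadchips, and each array holds the RNA of 1 tissue sample. Groups have 3 arrays per tissue, except the DG controls of the 14-day running group, with 2 arrays, and the LEC controls of day 28, with 4. The 7-day groups ACR7 and RUN7 share their 3 control arrays in each tissue. Day 14 has 2 control sets, and RUN14 was compared with the first set and ACR14 with the second, as the labels group them. The files also hold a 28-day running group with its own controls. Values are log2 intensities brought to a common scale with the log z-transformation that the methods describe, and a fold change below 1 is written as its negative reciprocal. Between 11495 and 13219 probes were detected per array, and the number of arrays limits the precision of every value.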

Interestingly, the array results were consistent with the transiently beneficial effects of AICAR treatment on the brain. Parallel effects of exercise and AICAR on DG gene expression were observed with 7 days, but not 14 days of AICAR treatment.

### Dentate gyrus gene expression profile

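In the DG, no single gene differed after AICAR at an adjusted p under 0.05 from limma's test, on either day. Cabp7, a neuronal calcium-binding protein, had a fold change of 2.16 in ACR7 against CTR7 and Ppp1cb, a catalytic subunit of protein phosphatase 1, of 2.07 (adjusted p = 0.144 and 0.13, n = 3 per group). Trmt1, a tRNA methyltransferase, had a fold change of -1.45 and Abcc5, an ATP-binding cassette transporter, of -1.44 (adjusted p = 0.0894 for both genes; 1.07 for Abcc5 on its other probe). After 14 days, Jdp2, a repressor of the AP-1 transcription factor, had a fold change of -1.43 and Cspg5, a proteoglycan of growing neurites, of 1.4 (adjusted p = 0.999 for both genes), but against the other set's controls Jdp2 turns to a log2 fold change of 0.09 in place of -0.51. Among 8756 DG genes, 1273 had an unadjusted p under 0.05 in ACR7 and 357 in ACR14, and the smallest adjusted p was 0.0729 and 0.362. The selection by z-ratio, significance and false discovery rate that the paper describes took 418 genes up and 222 down in ACR7, and 199 up and 126 down in ACR14. In simulated data where ACR7 held changed genes, that selection took 161 DG genes in a comparison left unchanged. Unchanged groups simulated with shared controls had up to 210 selected DG genes in common. More than 161 can thus be selected without a change. The ACR7 count is 35 genes without CTR7 replicate 2, 4 without CTR7 replicate 1 and 1 with no detection filter or with every probe on its own, and the ACR14 count is 5 against all 14-day controls, 1 against the other set's controls and 1 without ACR14 replicate 1.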

Microarray analysis of DG tissue showed a considerable number of genes up- and down-regulated by both treatments; 7 days of AICAR administration up-regulated 453 genes and down-regulated 259, while 14 days of administration up-regulated 238 and down-regulated 156. 

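Running for 7 days changed 318 DG genes, 140 up and 178 down. Phgdh, the first enzyme of serine synthesis, rose by a fold change of 2.33 (log2 1.22, standard error 0.21) and Itm2a, a membrane protein of endothelial cells, by 2.35 (adjusted p = 0.0112 for both genes, n = 3 per group). Cav2, a caveolin, rose by a fold change of 2.24 (adjusted p = 0.0184). Cacna1a, the pore of P/Q-type calcium channels, fell by 2.57-fold (adjusted p = 0.021), Trim9, a ubiquitin ligase of neurons, by 2.63-fold (adjusted p = 0.0195) and Prf1, perforin, by 3.17-fold (adjusted p = 0.0204). Markers of endothelium and pericytes rose as a list with them (camera adjusted p = 0.0431, and adjusted p = 0.865 with an estimated correlation), a call that ends without CTR7 replicate 1 (mean difference from other genes 0.11 in place of 0.32) or RUN7 replicate 1 (0.27). After 14 days of running no gene passed, with 593 genes at an unadjusted p under 0.05 from limma's test and a smallest adjusted p of 0.722. Vegfa, a growth factor of blood vessels, had a fold change of -1.43 in RUN14 (adjusted p = 0.722, 3 arrays against 2). The selection the paper describes took 720 genes up and 587 down in RUN7, and 248 up and 287 down in RUN14. The RUN7 count is 0 without CTR7 replicate 3 or RUN7 replicate 1, 6 without RUN7 replicate 3, 170 without CTR7 replicate 1, 190 without RUN7 replicate 2, 688 without CTR7 replicate 2 and 1 with only the arrays of the groups compared. It divides into 107 up and 255 down with quantile normalization, and into 91 up and 225 down with neqc. The RUN14 count is 178 against the other set's controls, and the RUN7 effects correlate across genes at 0.567 with the difference between the untreated 14-day control sets, where genes are not independent.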

Interestingly, exercise affected more genes than drug administration, increasing expression of 760 genes and decreasing 596 genes after 7 days, and increasing expression of 563 genes and reducing 502 genes after 14 days (Figure 4A).

**Figure 4:**
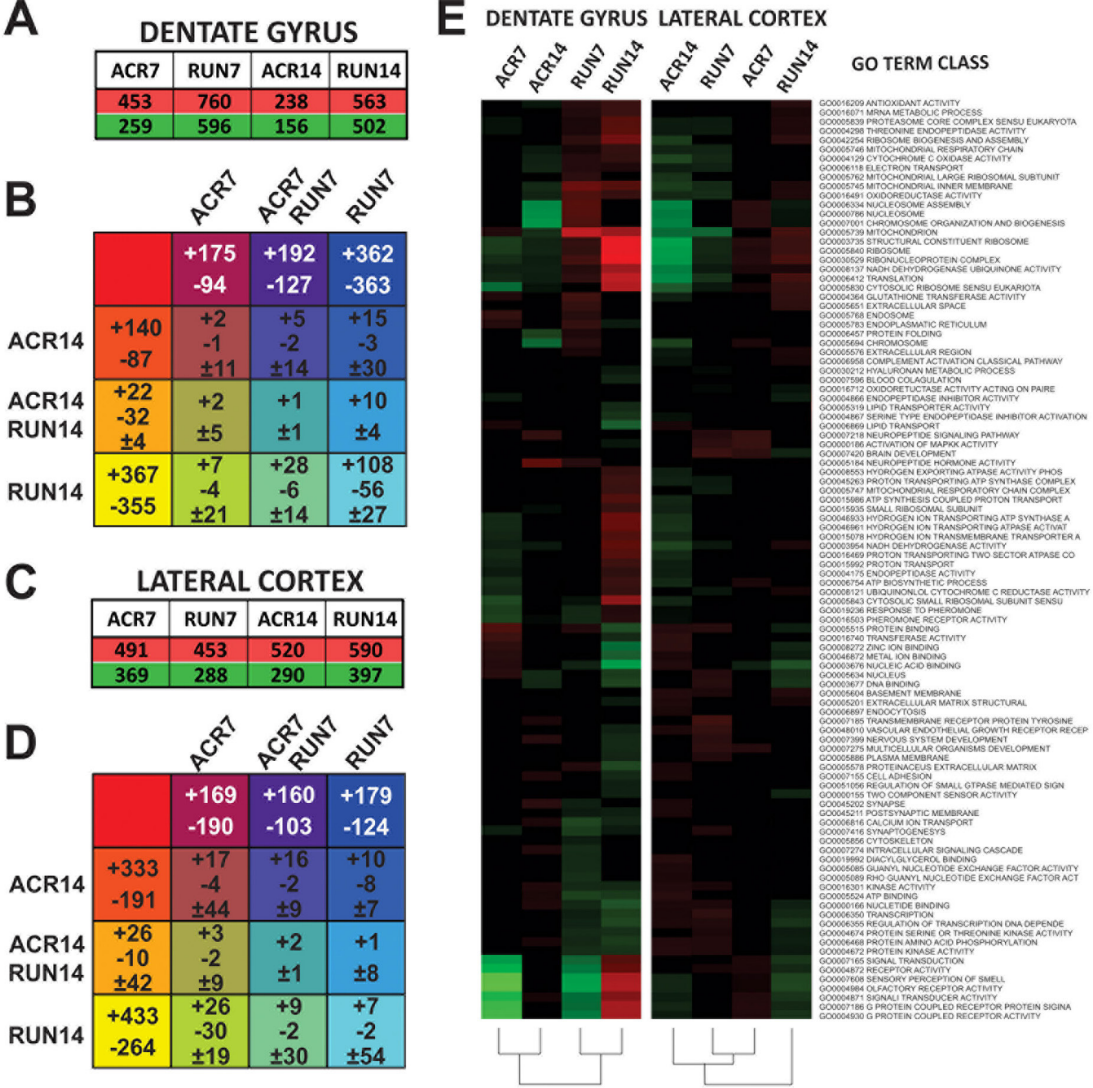
Microarray analysis of dentate gyrus (DG) and lateral entorhinal cortex (LEC): analysis of control (CTR), AICAR (ACR), and voluntary running (RUN) mice after 7 and 14 days of treatment **A.** Total up- and down-regulated genes per treatment group in the DG. **B.** Karnaugh map reporting overlap of DG gene regulation by all treatment groups. + values represent upregulated genes, while - values represent down-regulated genes and ± values represent genes with different regulation within groups. **C.** Total up- and down-regulated genes per treatment group in the LEC. **D.** Karnaugh map reporting overlap of LEC gene regulation by all treatment groups. **E.** Heat map of GO Term gene classes. Up-regulated classes are colored in red, down-regulated gene classes are colored in green.

In order to study similarities of gene regulation between groups, the overlap of affected genes was analyzed by comparing all groups. Specifically, we compiled a Truth table and represented the overlapping results in a Karnaugh map. 

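In the DG, 415 genes were higher and 317 lower in both ACR7 and RUN7 at a false discovery rate under 0.3 from limma's test, where independent effects would share 100.2 and 58.7 and unchanged groups simulated with shared controls share 0.78 and 0.5 on average and 78 and 50 at most. Trmt1 and Ift122, a protein of ciliary transport, were among the lower genes. Ift122 fell by 1.56-fold in RUN7 (adjusted p = 0.0318, n = 3 per group) and had a fold change of -1.37 in ACR7 (adjusted p = 0.194). Its RUN7 call ends without CTR7 replicates 1 or 3, without any single RUN7 array and with only the arrays of the groups compared. With the paper's selection, 293 genes were up and 178 down in both 7-day groups (35.64 and 15.74 for independent effects, and at most 163 and 136 in unchanged groups with shared controls), and 29 up and 34 down in both 14-day groups (6.06 and 4.331). Across genes, which are not independent, ACR7 and RUN7 effects correlated at 0.725 (jackknife SD 0.1761), and ACR14 and RUN14 effects at 0.202 (jackknife SD 0.2335). The 7-day groups share 3 control arrays, too few to split between them, and groups simulated with no effect and shared controls gave correlations of 0.458 on average and 0.814 at most, so that the observed one lies within their range. The covariance of the 7-day effects was 0.06224, against 0.01992 on average and 0.05344 at most in those draws. The 14-day groups have separate controls, and their correlation is -0.451 when the control sets are exchanged.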

Notably, the overlap between 7 days of AICAR (ACR7) and running (RUN7) was strikingly higher (parallel up-regulation of 192 genes and down-regulation of 147 genes), than between 14 days of AICAR (ACR14) and running (RUN14), (only 22 genes are upregulated and 32 down-regulated in a parallel fashion), (Figure 4B).

GO Term gene classes significance was reported with a selector value equals 2 or −2 (*z*-ratio ≥ 1.5 or ≤ −1.5, *P*-value ≤ 0.05, fdr ≤ 0.3, and average signal intensity > 0). 

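After 7 days, DG genes of the mitochondrial ribosome, the respiratory chain and the cytosolic ribosome were lower in ACR7 than in RUN7 as lists. The median log2 difference was -0.17 over 68 genes of the mitochondrial ribosome (camera adjusted p = 4.16e-11, and adjusted p = 0.245 with an estimated correlation). It was -0.24 over 73 genes of the respiratory chain and ATP synthase (adjusted p = 1.51e-13, and adjusted p = 0.265 with an estimated correlation) and -0.27 over 55 genes of the cytosolic ribosome (adjusted p = 3.72e-14, and adjusted p = 0.254 with an estimated correlation). Histone genes and markers of endothelium and pericytes were lower in ACR7 as well (adjusted p = 1.09e-08 and 5.37e-05), and so were neuropeptides (adjusted p = 0.00267), with adjusted p = 0.245, 0.265 and 0.245 with an estimated correlation. Circadian clock genes and genes of the AMPK and PGC-1alpha pathway were higher in ACR7 (adjusted p = 0.00734 and 0.00152, and adjusted p = 0.103 for both lists with an estimated correlation). The mean differences from other genes lean on ACR7 replicate 3, without which they are -0.07 in place of -0.25 for the respiratory chain, -0.10 in place of -0.30 for the cytosolic ribosome and -0.12 in place of -0.20 for the mitochondrial ribosome, all still called, and the neuropeptide (-0.28 in place of -0.31) and clock calls (0.16 in place of 0.20) end without RUN7 replicate 2. ACR7 replicate 3 has the highest SD of log2 intensities of all 54 arrays, 2.14, and the z-scaling divides its values by that SD. Of the members of the respiratory chain, the mitochondrial ribosome and the cytosolic ribosome, 0 passed the test on their own, over all genes or adjusted over the list alone. Of 8756 genes, 0 differed between ACR7 and RUN7 at an adjusted p under 0.05 from limma's test, with 676 at an unadjusted p under 0.05, and 0 differed between the ACR14 and RUN14 effects, with 275. The comparison of the 7-day groups calls 2 genes with only the arrays of the groups compared and 1 with the 7- and 14-day arrays, and that of the 14-day effects 791 against the other set's controls and 1 against all 14-day controls.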

Overall results of all GO Term classes showed differences between running and drug administration (Figure 4E). Such divergence is maintained when analysis is restricted to cellular components and molecular functions GO Term classes (Supplementary Figure S1B), while a more parallel effect between short-time running and AICAR emerges in biological processes (Supplementary Figure S1A and Figure S1C). We therefore restricted our analysis to classes more relevant to brain function and metabolic activity. Interestingly, results showed a remarkable effect on neuron-related gene classes in the DG: genes important for synaptic transmission and neuropeptide signaling are down-regulated by both exercise and short term AICAR administration. 

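On the z-scaled values, genes of synaptic vesicles and transmitter release fell as a list in both 7-day groups of the DG. In each group 23 of 26 members lay below CTR7. The median log2 fold change was -0.35 in ACR7 (camera adjusted p = 1.89e-06, and adjusted p = 0.582 with an estimated correlation) and -0.24 in RUN7 (adjusted p = 0.000317, and adjusted p = 0.569 with an estimated correlation). Over all genes 0 members passed on their own in either group, against 4 in ACR7 and 2 in RUN7 adjusted over the list alone. Cplx1, a complexin that holds vesicles ready for fusion, had a fold change of -1.71 in ACR7, and Nsf, which recycles the fusion machinery, -1.55 (adjusted p = 0.149 for Cplx1, n = 3 per group). Dnajc5, a chaperone of synaptic vesicles, had -1.46 and Syn1, a synapsin, -1.74 in RUN7 (adjusted p = 0.0537 for Dnajc5). Among 25 genes of glutamate receptors and the postsynaptic density, Gria1, Gria2 and Dlg3 fell in RUN7 by 1.82-fold, 1.71-fold and 1.81-fold (adjusted p = 0.0288, 0.0384 and 0.0288; 3 also adjusted over the list alone), while the list did not pass in RUN7 (adjusted p = 0.0695) or ACR7 (adjusted p = 0.207). The paper's gene set method, PAGE, calls that list as lower in both (adjusted p = 0.0037 and 0.025), as camera does in RUN7 with a detection p of 0.01, without RUN7 replicate 2 (mean difference from other genes -0.28 in place of -0.21) and with only the arrays of the groups compared or the 7- and 14-day arrays (-0.21 for both). The 17 neuropeptide genes had a median of -0.04 in ACR7 (adjusted p = 0.286) and 0.17 in RUN7 (adjusted p = 0.695, and 0.02 by PAGE), and Chgb, a granin of secretory granules, fell by 1.72-fold in RUN7 (adjusted p = 0.0195). The 8 genes of GABA receptors and synthesis did not pass either (adjusted p = 0.825 and 0.736). With quantile normalization the vesicle list loses both calls, at mean differences from other genes of -0.06 in ACR7 and -0.12 in RUN7 in place of -0.34 and -0.32, and with neqc likewise, at -0.06 and -0.12. The z-scaling divides each array by the SD of its log2 intensities. That SD was 1.70 to 1.83 in CTR7, 1.86 to 1.98 in RUN7 and 1.88 to 2.14 in ACR7. Division by a larger SD lowers bright genes such as these, so the size of the fall depends on the scaling. The calls of Gria1, Gria2, Dlg3 and Chgb rest on the RUN7 comparison, in which 0 genes pass without CTR7 replicate 3 or RUN7 replicate 1.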

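Of the DG genes, Armc8, Ppp1cb, Lrrc45, Fam193b, Abcc5 and Trmt1 lay on the same side of CTR7 in all arrays of both 7-day groups. Ppp1cb rose by a fold change of 2.05 in RUN7 and Abcc5 fell by 1.57-fold (adjusted p = 0.0384 and 0.0134 from limma's test, n = 3 per group), and Trmt1 fell by 1.48-fold (adjusted p = 0.0207). Ccn2, a matrix protein that the paper calls Ctgf, had fold changes of 2.21 in ACR7 and 2.59 in RUN7 (adjusted p = 0.538 and 0.33). Of the 8756 genes, 76.02% had the same sign in ACR7 and RUN7, which share their controls, against 65.64% on average and 79.59% at most in unchanged groups simulated with shared controls. The paper's selection took 471 genes in both groups in the same direction, against at most 210 in those draws. The calls of Ppp1cb, Abcc5 and Trmt1 end without CTR7 replicate 3, RUN7 replicate 1 or RUN7 replicate 3 and with only the arrays of the groups compared. That of Trmt1 also ends without CTR7 replicate 1, that of Ppp1cb without RUN7 replicate 2 or with no detection filter, and that of Abcc5 with every probe on its own.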

Seven days of treatment showed pronounced overlap of up- and down-regulated genes, with 361 genes similarly affected by AICAR and exercise in the DG. Of these selected genes (*z*-ratio ≥ 1.5 or ≤ −1.5, *P*-value ≤ 0.05, fdr ≤ 0.3, and average signal intensity > 0), 104 genes in DG are known to directly affect neuronal plasticity and survival.

A striking difference between AICAR and exercise appears after 14 days of treatment: with longer running duration (RUN14), the examined GO Term neuro-related classes maintain or even increase the down-regulation observed after 7 days of treatment, while 14 days of AICAR resulted in a prominent up-regulation in the DG (Figure 5A). 

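After 14 days of AICAR, the vesicle and transmitter release genes and the neuropeptides of the DG were higher as lists against the second control set. The vesicle list had a median log2 fold change of 0.14, with 24 of 26 members above the controls (camera adjusted p = 0.00771, and adjusted p = 0.486 with an estimated correlation), and the neuropeptides 0.22, with 14 of 17 above (adjusted p = 0.00649, and adjusted p = 0.248 with an estimated correlation). Over all genes and adjusted over the list alone, 0 members passed. Stx1a, a syntaxin of the release machinery, had a fold change of 1.33 and Doc2a, a calcium sensor of release, 1.41, while Adcyap1, the neuropeptide PACAP, had 1.7 and Tac1, the precursor of substance P, 1.57. Glutamate receptor and postsynaptic genes and GABA genes did not pass in ACR14 (adjusted p = 0.115 and 0.079), though the paper's gene set method, PAGE, calls both as higher (adjusted p = 0.0224 and 0.00624), as camera does without replicate 4 of the second control set (mean differences from other genes of 0.16 and 0.27 in place of 0.10 and 0.21) or ACR14 replicate 3 (0.15 and 0.21), and for the GABA genes without replicate 6 of the set (0.27). Immediate early genes fell as a list in ACR14, where Arc had a fold change of -2.24 and Fos -1.93 (adjusted p = 0.00098, and adjusted p = 0.419 with an estimated correlation). In RUN14, the vesicle genes had a median of 0.08 (adjusted p = 0.43), the neuropeptides did not pass (adjusted p = 0.483), nor did the GABA genes (adjusted p = 0.483), and the postsynaptic genes had a median of 0.001 but a mean of -0.05, tested as lower (adjusted p = 0.862). The immediate early genes fell in RUN14 as well (adjusted p = 0.00185, and adjusted p = 0.542 with an estimated correlation), a call that ends without replicate 1 of the first control set. The vesicle call of ACR14 ends without replicate 5 of the second control set (mean difference from other genes 0.07 in place of 0.16), against all 14-day controls (0.11) and against the other set's controls (0.03), and that of the neuropeptides without replicate 5 (0.13 in place of 0.25), without ACR14 replicate 3 (0.16) and against the other set's controls (0.23). These arrays stand apart in choroid plexus genes, whose mean is 5.39 in replicate 5 against 0.03 and 1.16 in the rest of the set, and 4.06 in ACR14 replicate 3 against -0.35 and 0.30 in the rest of ACR14. Hypothalamic genes rose in the same comparison (adjusted p = 0.00771, and adjusted p = 0.248 with an estimated correlation). The immediate early call of ACR14 ends without replicate 6 of the second set (-0.19 in place of -0.36), without ACR14 replicate 2 (-0.24) and against the other set's controls (-0.30), and the RUN14 call has -0.13 in place of -0.41 without that array.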

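Between 7 and 14 days of AICAR, Jdp2, Kansl1l and Zfp207 lay above their controls on all arrays on day 7 and below them on day 14, and Pnma3 and B4galnt4 the other way round. Kansl1l, a relative of a subunit of a histone acetyltransferase complex, had fold changes of 1.5 in ACR7 and -1.33 in ACR14, and Zfp207, a zinc finger protein, 1.32 and -1.18. B4galnt4, a glycosyltransferase, had -1.27 in ACR7 and 1.26 in ACR14, and Pnma3, a neuronal antigen, -1.32 and 1.36. The ACR14 log2 fold change against the other set's controls is 0.09 in place of -0.51 for Jdp2 and 0.02 in place of 0.34 for B4galnt4. The paper's selection took 25 genes up in ACR7 and down in ACR14, where independent effects would share 6.303, and 20 down and then up (5.241), 45 in all. No DG gene passed limma's test of the ACR14 effect minus the ACR7 effect, with 961 genes at an unadjusted p under 0.05 and a smallest adjusted p of 0.22. The same test gives 1 gene with only the arrays of the groups compared and 1 with the 7- and 14-day arrays. Of the lists, the vesicle and transmitter release genes moved up between the days (median 0.47, 24 of 26 members, adjusted p = 2.19e-07, and adjusted p = 0.189 with an estimated correlation), a call that no alternative but that correlation and no removed array ends. Their list mean was 4.31 in CTR7 and 3.96 in the second control set, against 4.02 in ACR7 and 4.13 in ACR14. The untreated groups thus differ more than the AICAR groups, and most of this movement lies between the controls. Neuropeptides moved up too (median 0.29, adjusted p = 0.00788, and adjusted p = 0.356 with an estimated correlation), and chaperones moved down (median -0.48, adjusted p = 0.00372, and adjusted p = 0.356 with an estimated correlation). The neuropeptide call ends without CTR7 replicate 2 (mean difference from other genes 0.27 in place of 0.35), without replicate 5 of the second control set (0.23) and with no detection filter (0.24), and that of the chaperones against the other set's controls (-0.14 in place of -0.33). Across genes, which are not independent, the ACR7 and ACR14 effects correlated at -0.151 (jackknife SD 0.2619) and 46.32% had the same sign.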

The inversion of gene regulation between 7 and 14 days of AICAR led us to select 31 genes in DG that shifted from up- to down-regulation and vice-versa (Figure 5D). In the DG, 16 of the selected genes are known to be involved in neuronal plasticity processes; e.g. *Grit* (a.k.a. *p250GAP*) (ACR7 = −1.67 fold, ACR14 = 1.97 fold), which regulates axon growth [28] and whose up-regulation was shown to inhibit BDNF-induced axonal branching [29]; *Hap1* (ACR7 = −1.20 fold, ACR14 = 1.53 fold). 

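Grit, named Arhgap32 on the arrays, encodes a GTPase-activating protein. It had a log2 fold change of -0.87 in ACR7 against CTR7 (standard error 0.31, adjusted p = 0.188 from limma's test), from 3.33 ± 0.16 to 2.46 ± 0.35 (SD, n = 3 per group), and of 0.95 in ACR14 (adjusted p = 0.999). All ACR7 arrays lay below all CTR7 arrays and all ACR14 arrays above all second-set controls. Running for 7 days lowered Grit: it fell by 2.6-fold (log2 -1.38, adjusted p = 0.0204), and its log2 fold change in RUN14 was -0.52 (adjusted p = 0.806). Hap1, the huntingtin-associated protein of neuronal transport, had fold changes of -1.55 in ACR7 (log2 -0.63, standard error 0.23, adjusted p = 0.202) and 1.48 in ACR14 (log2 0.57, adjusted p = 0.999), while its other probes lie on the opposite side in ACR7, at 1.06 and 1.21. The RUN7 call of Grit ends without CTR7 replicate 3, RUN7 replicate 1 or RUN7 replicate 3. Against the other set's controls the log2 fold change of Grit is -0.35 in ACR14 and 0.78 in RUN14, and against all 14-day controls 0.26 in RUN14, so its day-14 direction on the arrays depends on the controls used. By RT-qPCR the paper has Grit higher in ACR14 and lower in RUN14, as in the main comparisons here. It does not state which 14-day control set that measurement used.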

*Grit* is involved in regulation of neuronal mTORC1 signaling and neuronal morphogenesis [30] and plays a crucial role in postnatal neurogenesis and neurotrophin receptor sorting [31]. In addition, *Hspa1a* (a.k.a. *Hsp72*) (ACR7 = 1.24 fold, ACR14 = −1.51 fold), identified as an oxidative stress-neuroprotective-astrocyte activator [32], *ATPase132a* (ACR7 = −1.49 fold, ACR14 = 1.18 fold), previously shown to regulate neuronal integrity, intracellular cation flux and mitochondrial morphology [33], as well as *Yme1l1* (ACR7 = 1.84 fold, ACR14 = −1.27 fold), involved in maintaining mitochondrial functions [34].

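Hspa1a, an inducible heat shock protein, had a log2 fold change of 0.53 in ACR7 (standard error 0.18, adjusted p = 0.175 from limma's test) and -0.59 in ACR14 (adjusted p = 0.999, n = 3 per group). It belongs to 18 heat shock and endoplasmic reticulum chaperone genes that fell as a list in ACR14, at a median of -0.31 (camera adjusted p = 7.58e-09, and adjusted p = 0.0303 with an estimated correlation). Over all genes 0 of them passed and 3 adjusted over the list alone, and Pdia4, a protein disulfide isomerase, had a fold change of -1.58 and Hspb1, a small heat shock protein, -1.86. The chaperones fell in RUN14 as well (adjusted p = 0.00357, and adjusted p = 0.273 with an estimated correlation). Atp13a2, a lysosomal P-type ATPase, fell by 1.58-fold in RUN7 (adjusted p = 0.0288), had a log2 fold change of -0.54 in ACR7 (standard error 0.16, adjusted p = 0.146) and of 0.24 in ACR14. Yme1l1, a protease of the inner mitochondrial membrane, rose by a fold change of 2.17 in RUN7 (adjusted p = 0.0204), had a log2 fold change of 1.12 in ACR7 (standard error 0.24, adjusted p = 0.0729, and 0.0326 without CTR7 replicate 2), and of -0.33 in ACR14. With every probe on its own, the log2 fold change of Yme1l1 is 0.22 in ACR7 and -0.002 in RUN7. The RUN7 calls of Atp13a2 and Yme1l1 end without CTR7 replicate 3, RUN7 replicate 1 or RUN7 replicate 3 and with only the arrays of the groups compared. The chaperone call of ACR14 ends against the other set's controls (mean difference from other genes -0.14 in place of -0.33). The chaperone call of RUN14 ends without replicate 3 of the first control set (-0.02 in place of -0.19).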

**Figure 5:**
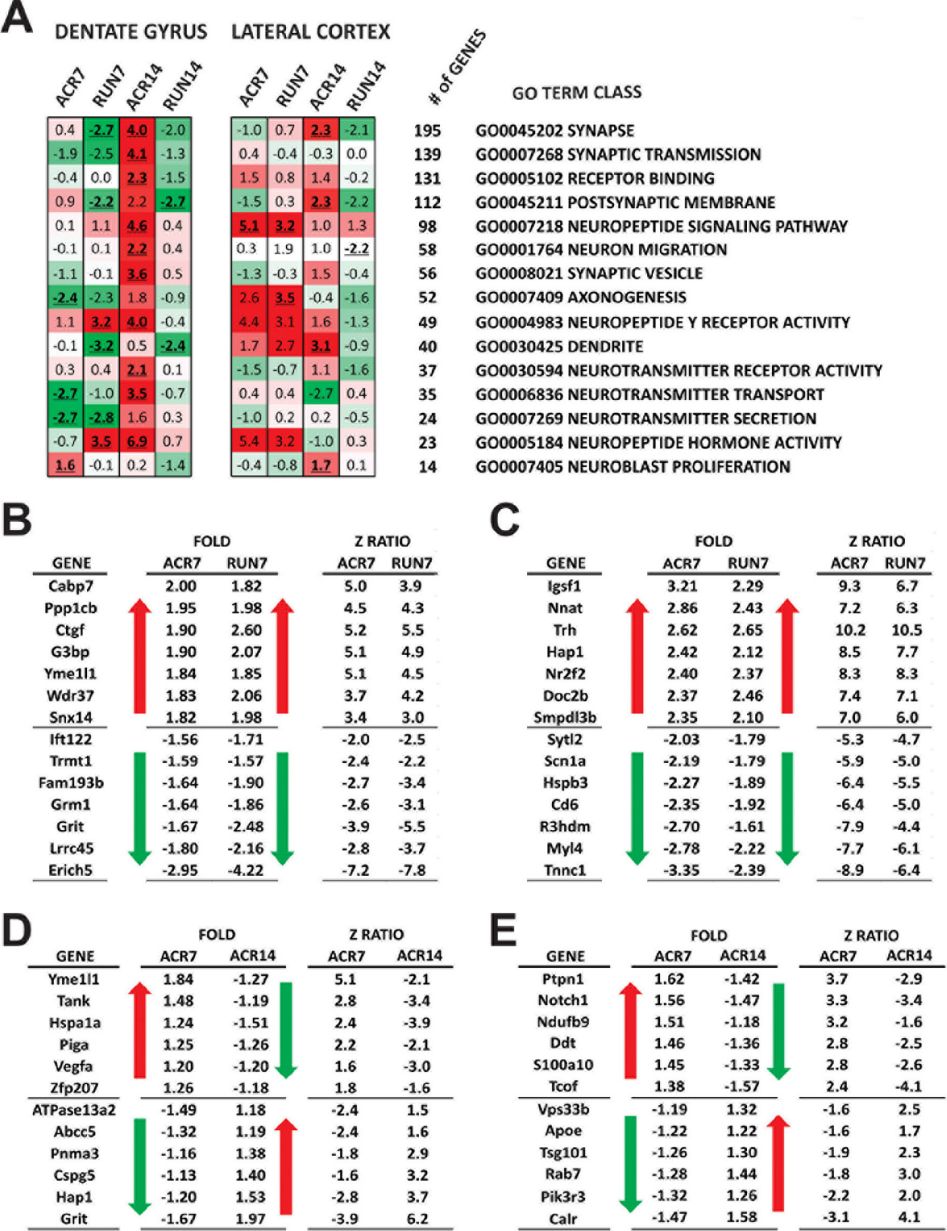
Microarray analysis of dentate gyrus (DG) and lateral entorhinal cortex (LEC): neuronal gene classes **A.** Heat map represents the expression of selected neuro-related GO Term gene classes. Up-regulated classes are colored in red, down-regulated classes are colored in green. For every class the *Z*-ratio value is reported. Bold, underlined *Z*-ratio values represent classes with a Selector value above 2 or below −2. **B–C.** Top regulated genes with parallel regulation after 7 days of AICAR and running regimen. The tables report the most up- and down-regulated genes for (B) DG and (C) LEC; the red arrow marks up-regulation, the green arrow down-regulation; for each gene Fold of Increase and *Z*-Ratio are reported; **D–E.** Top regulated genes with opposite regulation between 7 days and 14 days of AICAR. The tables report the most up- and down-regulated genes for (D) DG and (E) LEC; the red arrow marks up-regulation, the green arrow down-regulation; for each gene Fold of Increase and Z-Ratio are reported.

We also analyzed energy- and mitochondrial-related GO Term gene classes: our study showed effects of both treatments on DG gene regulation; classes such as mitochondrion, metabolic process, mitochondrial inner membrane, fatty acid and glutathione metabolic processes, are up-regulated at each time point of the exercise regimen and by short term (7 days) AICAR administration. 

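Running raised DG genes of the mitochondrial ribosome on both days: 59 of 68 lay above the controls in RUN7 and 53 in RUN14. Their median log2 fold change was 0.23 in RUN7 (camera adjusted p = 9.34e-06, and adjusted p = 0.569 with an estimated correlation) and 0.17 in RUN14 (adjusted p = 3.43e-10, and adjusted p = 0.273 with an estimated correlation). In RUN7, Mrpl51, Mrps2 and Mrpl16 rose by 1.57, 1.46 and 1.45-fold (adjusted p = 0.0305, 0.0338 and 0.0447), and 3 members also passed adjusted over the list alone. Glutathione and antioxidant enzymes rose as a list in RUN7, 24 of 25 lying above the controls (median 0.35, adjusted p = 0.000317, and adjusted p = 0.569 with an estimated correlation; 0 passed over all genes and 6 adjusted over the list alone), and in RUN14 (median 0.16, adjusted p = 0.000114, and adjusted p = 0.463 with an estimated correlation). Prdx3, a mitochondrial peroxiredoxin, had a fold change of 1.58 in RUN7 and Sod1, superoxide dismutase, 1.59 in RUN14. The 73 genes of the respiratory chain and ATP synthase rose in RUN14 (median 0.37, 66 above the controls, adjusted p = 5.9e-22, and adjusted p = 0.273 with an estimated correlation) and did not pass in RUN7 (median 0.13, adjusted p = 0.175, though called with quantile normalization, neqc or no detection filter), where Sdhb of complex II rose by 1.61-fold and Atp5o of ATP synthase by 1.52-fold (adjusted p = 0.0253 and 0.0288). Fatty acid oxidation genes had a median of 0.20 in RUN7 (adjusted p = 0.0663, though called with quantile normalization, neqc or no detection filter, by PAGE and without CTR7 replicate 2 or RUN7 replicate 2, at mean differences from other genes of 0.25 and 0.24 in place of 0.20) and 0.10 in RUN14 (adjusted p = 0.0487, and adjusted p = 0.697 with an estimated correlation), and microglial markers rose beside them in both (adjusted p = 0.00338 and 0.000114, and adjusted p = 0.569 and 0.273 with an estimated correlation). In ACR7, the respiratory chain fell (median -0.09, 51 of 73 below, adjusted p = 0.000355, and adjusted p = 0.885 with an estimated correlation), with a mean difference from other genes of -0.17 that is 0.08 with quantile normalization, 0.08 with neqc, 0.01 without ACR7 replicate 3, -0.14 without CTR7 replicate 2 and -0.11 with no detection filter, none of which is called. Mitochondrial ribosome, antioxidant and fatty acid oxidation genes did not pass in ACR7 (adjusted p = 0.885, 0.825 and 0.146, at medians of 0.06, 0.10 and 0.17), though all 3 are called as higher without ACR7 replicate 3 (mean differences from other genes of 0.08, 0.16 and 0.22). The log2 SD by which the z-scaling divides is 2.14 in that array, the highest of all 54. Against the other set's controls the RUN14 lists turn or lose their calls, at -0.06 for the respiratory chain, -0.06 for the mitochondrial ribosome, -0.16 for the antioxidant enzymes and -0.18 for fatty acid oxidation, and all but the respiratory chain lose it against all 14-day controls. Across genes, which are not independent, the effects correlated with the genomic span of the gene at -0.213 in RUN7 and -0.324 in RUN14, against 0.05 in ACR7. Without replicate 1 of the first control set the antioxidant list (0.13 in place of 0.23) and fatty acid oxidation (0.11 in place of 0.15) end in RUN14, the latter also without RUN14 replicates 1 (0.18) or 3 (0.13), with quantile normalization (0.14), with neqc (0.15) and with no detection filter (0.11). The list mean of the respiratory chain is 3.57 and 3.83 in replicates 1 and 3 of that set, against 3.81, 4.19 and 4.09 in RUN14.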

Once again, a striking inversion of gene regulation appeared after 14 days of drug treatment, with a remarkable down-regulation of the analyzed classes (Figure 6A).

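In ACR14, respiratory chain and fatty acid oxidation genes of the DG were lower as lists than in the second control set. The respiratory chain had a median log2 fold change of -0.06, with 58 of 73 genes below the controls (camera adjusted p = 0.00995, and adjusted p = 0.746 with an estimated correlation). Fatty acid oxidation had a median of -0.15, with 17 of 19 genes below (adjusted p = 0.00379, and adjusted p = 0.419 with an estimated correlation), where Etfdh, which passes electrons to ubiquinone, had a fold change of -1.33 and Cpt2, an enzyme of mitochondrial fatty acid import, -1.3. Over all genes and adjusted over the list alone, 0 members of either list passed. Mitochondrial ribosome, tricarboxylic acid cycle and antioxidant genes did not pass (adjusted p = 0.2, 0.557 and 0.146), but without ACR14 replicate 3, whose choroid plexus genes are at 4.06 against -0.35 and 0.30 in the rest of ACR14, the antioxidant enzymes (mean difference from other genes -0.17 in place of -0.07) and the mitochondrial ribosome (-0.07 in place of -0.04) are called as lower. Against the other set's controls the mean differences from other genes turn to 0.34 for the respiratory chain and 0.16 for fatty acid oxidation. Against all 14-day controls the respiratory chain is at 0.08 and fatty acid oxidation at -0.03, not called. Both calls end without replicate 5 of the second set (-0.03 in place of -0.09, and -0.002 in place of -0.16) or ACR14 replicate 2 (-0.06 and -0.13), and that of the respiratory chain without replicate 4 of the set (-0.08) or ACR14 replicate 1 (-0.07). Replicate 5 stands apart in choroid plexus genes, at 5.39 against 0.03 and 1.16 in the rest of the set. Tested against each other, the ACR14 effect on the respiratory chain lay below the RUN14 effect (median -0.45, adjusted p = 4.05e-26, and adjusted p = 0.229 with an estimated correlation), which turns to 0.40 in place of -0.45 against the other set's controls and to -0.03, not called, against all 14-day controls.

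**Figure D1:**
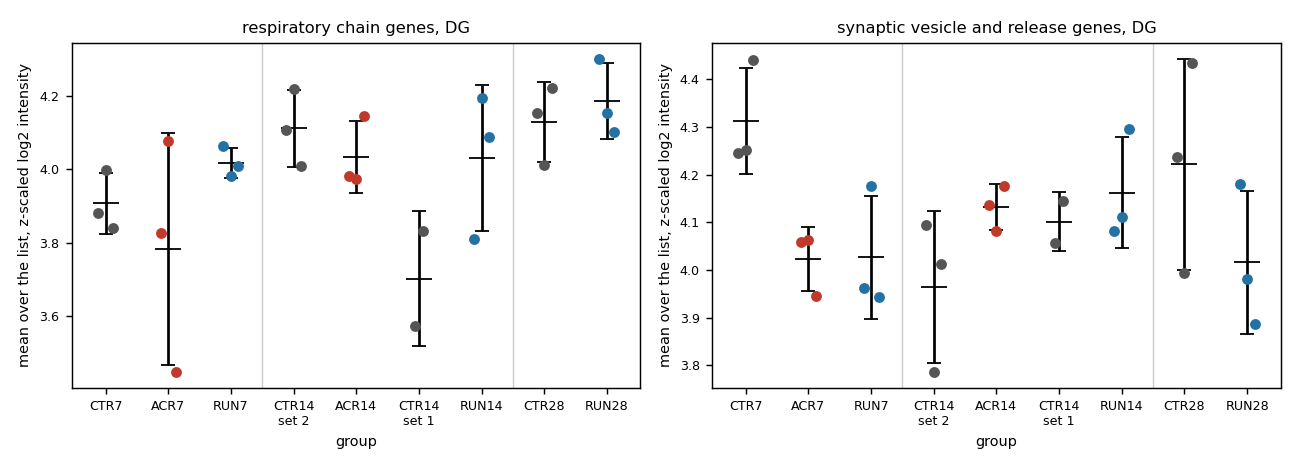
Mean z-scaled log2 intensity over the list in each DG array (points), with group means (bars) and SD (whiskers), for respiratory chain genes (left) and vesicle and transmitter release genes (right). The respiratory chain stands at 3.70 ± 0.18 in the first 14-day control set (n = 2) and 4.11 ± 0.11 in the second (n = 3), against 4.03 ± 0.10 in ACR14, and the vesicle genes at 4.31 ± 0.11 in CTR7, 4.02 ± 0.07 in ACR7 and 4.03 ± 0.13 in RUN7.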

**Figure 6:**
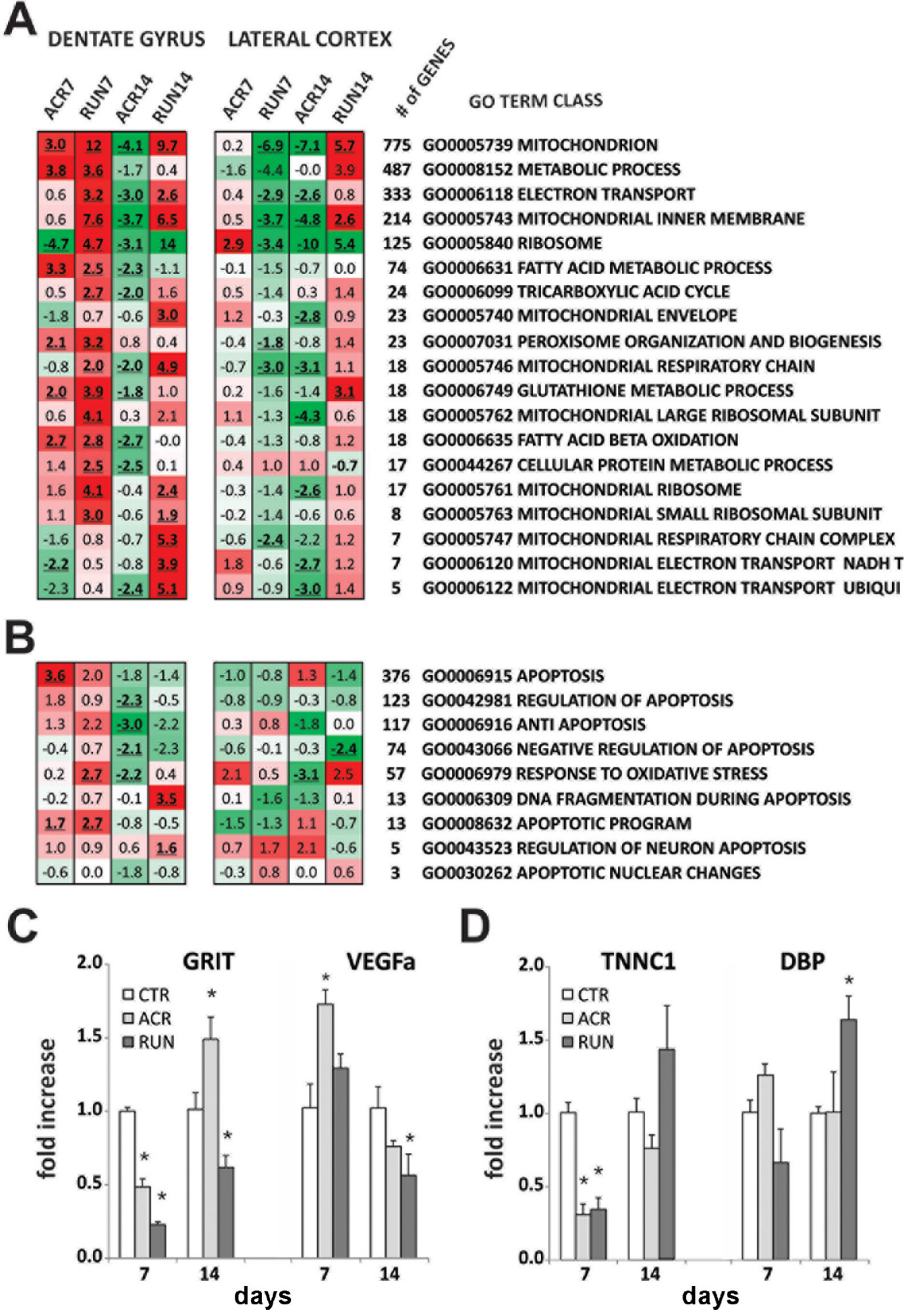
Microarray analysis of dentate gyrus (DG) and lateral entorhinal cortex (LEC): energy metabolism gene classes **A.** Heat map represents the expression of selected mitochondrial- and energy-related GO Term gene classes. Up-regulated classes are colored in red, down-regulated classes are colored in green. For every class the *Z*-ratio value is reported. Bold, underlined *Z*-ratio values represent classes with a Selector value above 2 or below −2. **B.** Heat map represents the expression of selected cell death- and apoptosis-related GO Term gene classes. Up-regulated classes are colored in red, down-regulated classes are colored in green. For every class the *Z*-ratio value is reported. Bold, underlined *Z*-ratio values represent classes with a Selector value above 2 or below −2. Relative gene expression levels in **C–D.** CTR, ACR and RUN mice; RT-qPCR analysis of expression levels of two genes in (C) DG and two genes in (D) LEC at 7 and 14 days of treatment (*p < 0.05). Error bars indicate S.E.M.

Moreover, in view of the lack of increase in hippocampal proliferation after 14 days of AICAR administration, we evaluated apoptosis- and cell death-related GO Term gene classes. 

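After 14 days of AICAR, 14 anti-apoptotic genes of the DG fell as a list, and 19 pro-apoptotic genes had values on both sides of the controls. The anti-apoptotic genes had a median log2 fold change of -0.10, with 12 of 14 below the second control set (camera adjusted p = 0.012, and adjusted p = 0.0727 with an estimated correlation). Bag3, a co-chaperone that binds Bcl-2, had a fold change of -1.36, Bag4 -1.2 and Mcl1, a Bcl-2 relative that protects cells, -1.19. The pro-apoptotic genes had a median of -0.13 with 13 of 19 below (adjusted p = 0.148). Aifm1, the apoptosis-inducing factor of mitochondria, had -1.3, Fas, a death receptor, -1.19 and Htra2, a mitochondrial protease, 1.3. Over all genes and adjusted over the list alone, 0 members of either list passed. In RUN14 the lists did not pass (adjusted p = 0.568 for pro-apoptotic and 0.597 for anti-apoptotic genes), nor in ACR7 (adjusted p = 0.789 and 0.825). The anti-apoptotic call ends without ACR14 replicate 1 (mean difference from other genes -0.11 in place of -0.12), with no detection filter (-0.08) and against the other set's controls (-0.09).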

The results showed an up-regulation for gene classes that enhance apoptosis (activation or increase of frequency, rate or extent of cell death by apoptotic process) and a substantial down-regulation for gene classes that decrease apoptotic processes (Figure 6B).

### Lateral entorhinal cortex gene expression profile

Exercise and AICAR treatment modified the LEC gene expression profile, albeit with a different pattern than for the DG. Seven days of AICAR administration up-regulated 491 genes and down-regulated 369, while 14 days of administration up-regulated 520 and down-regulated 290. In contrast to the DG, exercise and AICAR affected LEC more equally, with running increasing expression of 453 genes and decreasing 288 genes after 7 days, and increasing expression of 590 genes and reducing 397 genes after 14 days (Figure 4C). 

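In the LEC, 7 days of AICAR changed 119 genes, 68 up and 51 down. Ecel1, an endopeptidase of neurons, rose by a fold change of 3.67 (adjusted p = 0.0193 from limma's test, n = 3 per group), Agt, angiotensinogen, by 2.35 (log2 1.23, standard error 0.24, adjusted p = 0.0193) and Spink8, a protease inhibitor, by 3.06 (adjusted p = 0.0256). The neuropeptide galanin gene, Gal, rose by at least 1.66-fold, a bound because it was not above background in CTR7 (adjusted p = 0.0282). Chrm3, a muscarinic acetylcholine receptor, fell by 1.98-fold (log2 -0.99, standard error 0.22, adjusted p = 0.0233), Gpr26, an orphan receptor, by 2.22-fold (adjusted p = 0.0117) and Cbln2, a cerebellin that organizes synapses, by 2.01-fold (adjusted p = 0.0282). Markers of other regions moved with them: 7 hypothalamic and amygdalar markers rose as a list (camera adjusted p = 2.52e-07), as did 9 striatal markers (adjusted p = 0.0183), while 8 cortical layer markers fell (adjusted p = 0.00451), with adjusted p = 0.318, 0.933 and 0.476 with an estimated correlation. After 14 days of AICAR no LEC gene passed, with 1226 at an unadjusted p under 0.05 and a smallest adjusted p of 0.0569. The paper's selection took 332 up and 282 down in ACR7 and 249 up and 236 down in ACR14. In simulated data where ACR7 held changed genes, it took 148 LEC genes in a comparison left unchanged. Unchanged groups simulated with shared controls had up to 323 selected LEC genes in common. More than 148 can thus be selected without a change. The ACR7 count is 0 without CTR7 replicate 1 or ACR7 replicate 1, 1 without CTR7 replicate 2 or ACR7 replicate 2, 445 without CTR7 replicate 3, 78 with no detection filter and 16 with only the arrays of the groups compared, and the striatal call ends without CTR7 replicates 1 (mean difference from other genes 0.41 in place of 0.53) or 3 (0.49), without ACR7 replicate 3 (0.32) or with a detection p of 0.01 (0.48). The ACR14 count is 82 without ACR14 replicate 1, 120 against all 14-day controls, 126 against the other set's controls, 5 with quantile normalization, 4 with neqc and 2 with no detection filter.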

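Running for 7 days changed 83 LEC genes, 61 up and 22 down, and markers of endothelium and pericytes were among the higher genes. Flt1, a receptor of vascular endothelial growth factor, rose by a fold change of 2.42 (log2 1.28, standard error 0.23), Ptprb, a receptor phosphatase of endothelial cells, by 2.31 and Cxcl12, a chemokine, by 2.14 (adjusted p = 0.0103 for each from limma's test, n = 3 per group). Klf2, a transcription factor of endothelial cells, rose by 2.03-fold (adjusted p = 0.021). Of 16 endothelial and pericyte markers, 15 lay above CTR7 (median log2 0.30, camera adjusted p = 3.44e-05, and adjusted p = 0.617 with an estimated correlation), 2 passed over all genes and 4 adjusted over the list alone. In ACR7 the same list fell (adjusted p = 0.00214, and adjusted p = 0.476 with an estimated correlation), and against RUN7 it was lower by a median of 0.63 in log2, with 13 of 16 genes adjusted over the list alone and 4 over all genes (adjusted p = 2.47e-27, and adjusted p = 4e-04 with an estimated correlation). Cbln2 fell by 2.19-fold in RUN7 (adjusted p = 0.0224) and P2rx4, an ATP-gated channel, by 1.75-fold (adjusted p = 0.0175), calls that end without CTR7 replicates 1 (log2 -1.02 in place of -1.13 and -0.66 in place of -0.80) or 2 (-0.87 and -0.76), without RUN7 replicates 2 (-1.12 and -0.84) or 3 (-1.13 and -0.74) and with only the arrays of the groups compared, and for P2rx4 with every probe on its own (-0.13). Myelin and oligodendrocyte genes had a median of -0.47 and fell as a list (adjusted p = 0.00112, and adjusted p = 0.771 with an estimated correlation). RUN14 changed no gene, with 748 at an unadjusted p under 0.05 and a smallest adjusted p of 0.0632. The paper's selection took 325 genes up and 230 down in RUN7 and 317 up and 224 down in RUN14. Another split of the CTR7 and RUN7 arrays calls 421 genes by limma's test, more than the 83 of the labels as given, and 2 of 10 splits reach 83 or more. The RUN7 count is 0 without RUN7 replicate 3 or with only the arrays of the groups compared, 2 without CTR7 replicate 1, 8 without RUN7 replicate 2, 14 without CTR7 replicate 2, 338 without RUN7 replicate 1, 411 without CTR7 replicate 3, 25 with the 7- and 14-day arrays and 48 with no detection filter, and the list call of RUN7 ends without CTR7 replicate 3 (mean difference from other genes 0.22 in place of 0.36), that of ACR7 without CTR7 replicate 2 (-0.15 in place of -0.27). The RUN14 count is 3 with only the arrays of the groups compared, 2 without RUN14 replicate 2 and 1 with no detection filter, and with every probe on its own Cxcl12 has a log2 fold change of 0.23.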

The overlap of affected genes was analyzed by comparing all groups. The resulting Karnaugh map is reported in Figure 4D. Similar to gene regulation in the DG, the overlap between 7 days of AICAR and running was strikingly higher (parallel up-regulation of 160 gene and down-regulation of 103 genes) than between 14 days of AICAR and running (only 26 genes are up-regulated and 10 down-regulated in a parallel fashion).

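In the LEC, 23 genes rose and 8 fell in both ACR7 and RUN7 at an adjusted p under 0.05 from limma's test, where independent effects would share 0.4855 and 0.1313 and unchanged groups simulated with shared controls at most 0 and 2. Doc2b, a calcium sensor of transmitter release, rose by a fold change of 2.59 in ACR7 and 2.3 in RUN7 (adjusted p = 0.0216 and 0.043, n = 3 per group). Hspb3, a small heat shock protein of muscle, fell by 2.22-fold and 1.93-fold (adjusted p = 0.0193 and 0.043). Dbp, a clock-controlled transcription factor, rose by 1.84-fold in ACR7 (adjusted p = 0.0193) and had a fold change of 1.55 in RUN7 (adjusted p = 0.0737). With the paper's selection 182 genes were up and 125 down in both 7-day groups (12.5 and 8.045 for independent effects, and at most 149 and 226 in unchanged groups with shared controls), and 32 up and 27 down in both 14-day groups (9.01 and 6.425). Across genes, which are not independent, the 7-day effects correlated at 0.776 (jackknife SD 0.1606) and the 14-day effects at -0.023 (jackknife SD 0.2376). The 7-day groups share 3 control arrays, too few to split between them, and simulated groups with no effect and shared controls gave a mean correlation of 0.505 and 0.827 at most, so that the observed one lies within their range. The covariance was 0.0442, against 0.01352 on average and 0.03664 at most in those draws. The calls of these genes end without CTR7 replicates 1 or 2, those of ACR7 without ACR7 replicates 1 or 2, those of RUN7 without RUN7 replicates 2 or 3, and those of Doc2b and Hspb3 with only the arrays of the groups compared. In RUN7 both also end with no detection filter and with the 7- and 14-day arrays alone, and that of Hspb3 under neqc.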

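In the LEC, 76.53% of 8544 genes had the same sign in ACR7 and RUN7, where unchanged groups simulated with the shared controls had 64.89% on average and 80.44% at most. The share was 45.25% in ACR7 and ACR14 and 43.07% in RUN7 and RUN14, which have separate controls. Across genes, which are not independent, the correlations of ACR7 with ACR14 and of RUN7 with RUN14 were -0.022 (jackknife SD 0.2069) and -0.138. Trh, the precursor of thyrotropin-releasing hormone, had fold changes of 3.54 in ACR7 and 3.56 in RUN7 (adjusted p = 0.0527 and 0.0624 from limma's test, n = 3 per group), but 1.58 in ACR14 and -1.31 in RUN14. Nnat, neuronatin, had 2.01 in ACR7 and 1.81 in RUN7, against 1.02 in ACR14 and 1.2 in RUN14. In ACR7 and RUN7 the hypothalamic and amygdalar markers rose as a list (camera adjusted p = 2.52e-07 and 0.0015, and adjusted p = 0.318 and 0.771 with an estimated correlation), a RUN7 call that ends with a detection p of 0.01. Between ACR7 and RUN7 themselves 13 genes differed, all lower in ACR7, among them Flt1 by a fold change of -3.23 (adjusted p = 0.000334) and Rgs5, a marker of pericytes, of -2.1 (adjusted p = 0.011). That count is 4 without RUN7 replicate 1 or ACR7 replicate 1, 5 without ACR7 replicate 3, 8 without RUN7 replicates 2 or 3 or with every probe on its own, 2 with a detection p of 0.01 and 6 with only the arrays of the groups compared, and the call of Rgs5 ends without those first 3 arrays or with only the arrays of the groups compared.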

The overall comparison of all GO Term classes in the LEC showed that treatment duration is the main factor for class profile similarity: short-term treatment of both AICAR and exercise are more similar to each other than to their respective long-term group (Figure 4E). Such parallel regulation is maintained when analysis is restricted to the three GO Term class subgroups, biological processes, cellular components and molecular functions (Supplementary Figure S1A–S1B–S1C). 

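In the LEC, no list of neuronal genes passed after 14 days of AICAR. Vesicle and transmitter release genes had an adjusted p of 0.774 from camera, glutamate receptor and postsynaptic genes 0.723, GABA genes 0.939 and neuropeptides 0.279, at a median log2 fold change of -0.10. Cplx2, a complexin that holds vesicles ready for fusion, had a fold change of -2.03 in ACR14, with 0 vesicle genes passing over all genes or adjusted over the list alone. After 7 days of AICAR the neuropeptides rose as a list, at a median of 0.32 over 21 genes (adjusted p = 0.0311, and adjusted p = 0.476 with an estimated correlation), with 3 members passing over all genes and 9 adjusted over the list alone. Of the 3, Gal rose, while Vip, vasoactive intestinal peptide, fell by 1.53-fold and Adcyap1, PACAP, by 1.59-fold (adjusted p = 0.0281 and 0.0384). Hypothalamic and amygdalar markers and striatal markers rose in the same arrays (adjusted p = 2.52e-07 and 0.0183) and cortical layer markers fell (adjusted p = 0.00451), with adjusted p = 0.318, 0.933 and 0.476 with an estimated correlation. The neuropeptide call of ACR7 ends without CTR7 replicates 1 (mean difference from other genes 0.40 in place of 0.45) or 3 (0.48) and ACR7 replicates 1 (0.42) or 3 (0.42), with quantile normalization (0.45), neqc (0.62) and a detection p of 0.01 (0.09).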

More specifically, 14 days of AICAR up-regulated neuro-related gene classes, similar to the pattern observed in the DG of the ACR14 group (Figure 5A). Furthermore, as observed in the DG, longer running (14 days) down-regulated neuro-related gene classes.

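After 14 days of running, the lists of LEC synaptic genes did not pass, and the immediate early genes fell. Vesicle and transmitter release genes had a median log2 fold change of -0.10 (camera adjusted p = 0.199), with 1 member adjusted over the list alone and 0 over all genes, and Syn2, a synapsin, had a fold change of -1.51 (adjusted p = 0.309, n = 3 per group). GABA receptor and synthesis genes lay below the controls in 8 of 9 cases (adjusted p = 0.199). Postsynaptic genes were tested as lower at a median of 0.01 and a mean of 0.02 (adjusted p = 0.869), and neuropeptides did not pass (adjusted p = 0.869). Of 15 immediate early genes, 14 lay below the first control set, at a median of -0.50 (adjusted p = 1.43e-05, and adjusted p = 0.41 with an estimated correlation), with 0 over all genes and 5 adjusted over the list alone. Egr1 and Egr4, transcription factors of neuronal activity, had fold changes of -1.55 and -1.96, and Dusp6, a phosphatase of ERK kinases, -1.42. Against all 14-day controls the mean difference of the immediate early genes from other genes is -0.20 in place of -0.55, not called, and against the other set's controls it turns to 0.15.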

For further evaluation we selected LEC genes that switched from up- to down-regulation between short (ACR7) and long (ACR14) drug treatment (Figure 5E). 

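In the LEC, 8 genes passed limma's test of the ACR14 effect minus the ACR7 effect, 7 moving down from day 7 to day 14 and 1 up. Pom121, of the nuclear pore, moved by a log2 difference of -1.30 (standard error 0.25), Cygb, cytoglobin, by -1.09 and Rps19bp1, a nucleolar protein, by -0.78 (adjusted p = 0.0315 for each, 3 arrays in each of 4 groups). Id4, an inhibitor of differentiation in neural precursors, moved by -1.09 (adjusted p = 0.0353). The paper's selection took 46 genes up in ACR7 and down in ACR14, where independent effects would share 9.484, and 25 down and then up (7.854), 71 in all. Among lists, histones (camera adjusted p = 4.34e-09), respiratory chain genes (adjusted p = 2.4e-07) and striatal markers (adjusted p = 0.00714) moved down from day 7 to day 14, with adjusted p = 0.427, 0.625 and 0.625 with an estimated correlation, and cortical layer markers moved up (adjusted p = 0.0108, and adjusted p = 0.505 with an estimated correlation). The striatal call ends without ACR7 replicate 3 (mean difference from other genes -0.68 in place of -0.89), without replicate 6 of the second control set (-0.65) and with a detection p of 0.01 (-1.02), and that of the cortical markers against all 14-day controls (0.34 in place of 0.45) and the other set's controls (0.23). All 8 gene calls end with only the arrays of the groups compared, with the 7- and 14-day arrays, without any single ACR7 array, without any array of the second control set and without ACR14 replicate 2. The count is 113 without ACR14 replicate 1, 28 without ACR14 replicate 3, 30 without CTR7 replicate 3, 1 without CTR7 replicate 2, 68 against all 14-day controls, 76 against the other set's controls, 17 with quantile normalization, 29 with neqc and 16 with a detection p of 0.01.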

Of the 59 selected genes 18 are known to be involved in neuronal survival and plasticity processes. For example, *Calr* (ACR7 = −1.47 fold, ACR14 = 1.58 fold), affects Ca^+^ influx and is linked with neurogenesis as well as neuronal development [35]. In addition, the genes *Ddt* (ACR7 = 1.46 fold, ACR14 = −1.36 fold) a possible neurotrophic factor [36]; *Ptpn1* (ACR7 = 1.62 fold, ACR14 = −1.42 fold), which upon brain deficiency induces hypothalamic impairment of AMPK activation [37]; *Notch1* (ACR7 = 1.56 fold, ACR14 = −1.47 fold), important for postnatal neurogenesis, dendritic morphology [38], and synaptic plasticity [39]; and *Rab7* (ACR7 = 1.28 fold, ACR14 = −1.44 fold) when down-regulated affects axonal transport and diminishes NGF retrograde signaling [40].

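Calr, the calcium-binding chaperone of the endoplasmic reticulum, had a log2 fold change of -0.55 in ACR7 (standard error 0.23, adjusted p = 0.225 from limma's test) and 0.66 in ACR14 (adjusted p = 0.244, n = 3 per group). In running mice it had fold changes of -1.37 in RUN7 and -1.28 in RUN14. Eif3k and Zfand6 show the same kind of turn: Eif3k, a subunit of a translation initiation factor, had fold changes of 1.49 in ACR7 and -1.31 in ACR14 (adjusted p = 0.0943 and 0.321), and Zfand6, a zinc finger protein, -1.39 and 1.28 (adjusted p = 0.119 and 0.322; 1.07 and -1.02 on its other probe). These genes did not pass the test of the ACR14 effect minus the ACR7 effect.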

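Notch1, a receptor that maintains neural stem cells, was the gene of these with a change that passed on day 7: it rose by a log2 fold change of 0.59 in ACR7 (standard error 0.15, adjusted p = 0.0435 from limma's test, n = 3 per group). In ACR14 it had -0.54 (adjusted p = 0.177), and it moved by -1.14 between the days (standard error 0.21, adjusted p = 0.0315). Rab7, a GTPase of late endosomes, had -0.33 in ACR7 (standard error 0.11, adjusted p = 0.131) and 0.48 in ACR14 (adjusted p = 0.177), and moved by 0.80 between the days (standard error 0.16, adjusted p = 0.0433). Ptpn1, a tyrosine phosphatase, had 0.66 in ACR7 (standard error 0.18, adjusted p = 0.0517) and -0.47 in ACR14 (adjusted p = 0.264). Ddt, D-dopachrome tautomerase, had 0.50 in ACR7 (standard error 0.14, adjusted p = 0.067) and -0.41 in ACR14 (adjusted p = 0.241). The Notch1 call of ACR7 ends without CTR7 replicates 1 or 2, without any single ACR7 array, with no detection filter, with only the arrays of the groups compared and with the 7- and 14-day arrays. Of the movements between the days, both calls end without CTR7 replicate 2, any ACR7 array, any second-set control, ACR14 replicate 2 or the 28-day arrays, while that of Notch1 ends with only the arrays of the groups compared. That of Rab7 ends without CTR7 replicate 1, with only the arrays of the groups compared and against the other set's controls, and turns to -0.46 with every probe on its own.

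**Figure D2:**
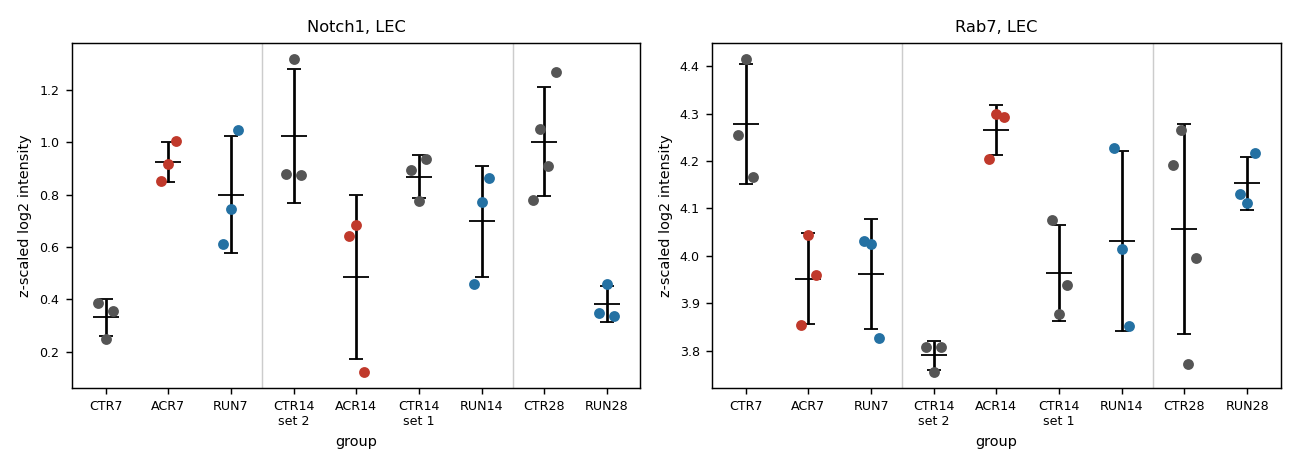
z-scaled log2 intensity of Notch1 (left) and Rab7 (right) in each LEC array (points) by group, with group means (bars) and SD (whiskers). In Notch1 all 3 ACR7 arrays lie above CTR7 and in Rab7 all 3 ACR14 arrays lie above the second control set; with every probe on its own the movement of Rab7 between the days turns to -0.46.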

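Running for 7 days lowered LEC genes of the respiratory chain and the mitochondrial ribosome as lists. The 72 respiratory chain and ATP synthase genes had a median log2 fold change of -0.09, with 55 below CTR7 (camera adjusted p = 0.0167, and adjusted p = 0.798 with an estimated correlation), and 1 passed over all genes and also adjusted over the list alone: Cox7a1, a subunit of cytochrome c oxidase, fell by 1.56-fold (adjusted p = 0.0103, n = 3 per group). The 68 mitochondrial ribosome genes had a median of -0.11, with 48 below (adjusted p = 0.0015, and adjusted p = 0.771 with an estimated correlation), where Mrpl30 fell by 1.29-fold (adjusted p = 0.043) as 1 call over all genes and 2 adjusted over the list alone. Tricarboxylic acid cycle, fatty acid oxidation and antioxidant genes did not pass in RUN7 (adjusted p = 0.205, 0.167 and 0.166), and Slc2a1, the glucose transporter of the blood-brain barrier, rose by 1.44-fold (adjusted p = 0.043). In ACR7 none of these lists passed, with adjusted p = 0.49 for the respiratory chain, 0.913 for the mitochondrial ribosome, the tricarboxylic acid cycle and fatty acid oxidation, and 0.602 for antioxidant enzymes, though the respiratory chain is called as higher without CTR7 replicates 1 (mean difference from other genes 0.09 in place of 0.05) or 2 (0.11) or ACR7 replicate 2 (0.10), and the mitochondrial ribosome without CTR7 replicate 1 (0.08 in place of 0.01). Single genes did pass: Idh2, mitochondrial isocitrate dehydrogenase, rose by 1.49-fold and Gpx3, a glutathione peroxidase, by 1.87-fold, while Acsl5, which activates fatty acids, fell by 1.39-fold (adjusted p = 0.0197, 0.0282 and 0.0284). The respiratory chain call of RUN7 ends without CTR7 replicates 1 (mean difference from other genes -0.06 in place of -0.10) or 2 (-0.04) and turns to 0.05 without RUN7 replicate 1, and the mitochondrial ribosome call ends without CTR7 replicate 1 (-0.04 in place of -0.10) or RUN7 replicate 1 (-0.05). The call of Cox7a1 ends without CTR7 replicate 1 or RUN7 replicate 3 or with only the arrays of the groups compared, and the ACR7 and RUN7 calls of single genes share the arrays that decide their counts, 0 genes passing in ACR7 without CTR7 replicate 1 and in RUN7 without RUN7 replicate 3.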

Analysis of gene classes important for regulation of energy metabolism and mitochondrial function in LEC showed a strong down-regulation in the RUN7 group, while short drug administration (ACR7) only mildly modified LEC gene expression. 

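After 14 days the LEC lists parted: respiratory chain, mitochondrial ribosome and antioxidant genes fell with AICAR, and with running the antioxidant genes rose. In ACR14, 66 of 72 respiratory chain genes lay below the second control set, at a median log2 fold change of -0.23 (camera adjusted p = 1.16e-11, and adjusted p = 0.835 with an estimated correlation), with 0 passing over all genes and 2 adjusted over the list alone. Ndufb10 of complex I had a fold change of -1.45 and Cox5a of cytochrome c oxidase -1.26. Of 68 mitochondrial ribosome genes, 58 lay below (median -0.12, adjusted p = 3.27e-07, and adjusted p = 0.799 with an estimated correlation), and antioxidant enzymes had a median of -0.11 (adjusted p = 0.0188, and adjusted p = 0.835 with an estimated correlation; 1 adjusted over the list alone), among them Gpx4, a peroxidase of lipids, at -1.37. Histones and the cytosolic ribosome fell in the same arrays (adjusted p = 6.1e-09 and 9.47e-09, and adjusted p = 0.651 and 0.835 with an estimated correlation), 16 histone genes passing adjusted over the list alone and 0 over all genes. In RUN14, 22 of 25 antioxidant enzymes lay above the first control set (median 0.11, adjusted p = 0.0152, and adjusted p = 0.559 with an estimated correlation), Gpx4 with a fold change of 1.35. The respiratory chain had a median of 0.06 with 53 of 72 above (adjusted p = 0.218), the mitochondrial ribosome 0.03 (adjusted p = 0.131, though called as higher without RUN14 replicate 2, at a mean difference from other genes of 0.09 in place of 0.05), and fatty acid oxidation did not pass (adjusted p = 0.258). Tested against each other, the ACR14 effect on the respiratory chain lay below the RUN14 effect (median -0.30, 63 of 72 genes, adjusted p = 4.34e-09, and adjusted p = 0.443 with an estimated correlation), against every choice of 14-day controls and without any single array. The antioxidant call of ACR14 ends without replicate 6 of the second set (mean difference from other genes -0.10 in place of -0.11) or ACR14 replicate 3 (-0.08), against all 14-day controls (-0.09) and the other set's controls (-0.07), and that of RUN14 without replicate 1 of the first set (0.09 in place of 0.11) or RUN14 replicate 3 (0.05) and against the other set's controls (0.07). Markers of microglia and of endothelium and pericytes rose beside them in RUN14 (adjusted p = 0.00281 and 0.00192, and adjusted p = 0.41 for both lists with an estimated correlation), the latter call ending without RUN14 replicate 2 (mean difference from other genes 0.09 in place of 0.21) and turning to -0.03 against the other set's controls. With quantile normalization, with neqc, against all 14-day controls or the other set's controls, and without RUN14 replicate 2 or replicate 2 of the first set, the respiratory chain is called as higher in RUN14, at 0.06 to 0.09 in place of 0.04.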

At the longer, 14-day time point, however, a striking difference between the two treatments emerged: exercise promoted an intense up-regulation of gene expression, while ACR14 resulted in a remarkable down-regulation (Figure 6A).

### Novel target genes regulated by AICAR and running

The microarray data also revealed genes so far not known to play major roles in neuronal plasticity and cognitive function, but that are nonetheless regulated in a similar fashion and intensity to neuro-related genes.

### Novel target genes in dentate gyrus

In the DG the groups ACR7 and RUN7 induced similar regulation of 361 genes, of which only 104 are known to be involved in neuronal plasticity and survival. 

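Armc8 and Wdr37 have several probes on the arrays, and the probes differ in the DG. Armc8, of a ubiquitin ligase complex, had a log2 fold change of 0.54 in ACR7 (standard error 0.18, adjusted p = 0.163 from limma's test) and 0.52 in RUN7 (adjusted p = 0.0911, n = 3 per group). Without CTR7 replicate 1 it passes in RUN7, at 0.78 (adjusted p = 0.0198). Wdr37, a WD repeat protein, had 0.22 in ACR7 (standard error 0.19, adjusted p = 0.625) and 0.20 in RUN7 (adjusted p = 0.583). Of the other Armc8 probes, with a lower mean signal, 1 had a fold change of 2.25 in RUN7 and 1 of -1.21 (adjusted p = 0.0141 and 0.281), while the other 3 of Wdr37 rose by 2.37-fold, 2.18-fold and 1.75-fold (adjusted p = 0.00895, 0.0107 and 0.0127). Zmpste24, a metalloprotease that processes lamin A, had a fold change of -1.03 in RUN7 (adjusted p = 0.893), and its other probes rose by 1.5-fold and 1.94-fold (adjusted p = 0.0375 and 0.0131). Pfkp, a phosphofructokinase of glycolysis, had a fold change of 1.17 in RUN7 (adjusted p = 0.496), and its other probe rose by log2 1.30 (adjusted p = 0.0104). Phactr1 has 0 probes named for it on the arrays, so no value is given.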

Among the top 5 up-regulated novel genes (Table 2), we report *Wdr37* (ACR7 = 1.83 fold, RUN7 = 2.06 fold), *Armc8* (ACR7 = 1.79 fold, RUN7 = 1.98 fold), and *Phactr1* (ACR7 = 1.77 fold, RUN7 = 1.71 fold), so far known respectively for their role in kidney function and chronic kidney disease [41]; carcinogenesis [42]; and for promoting capillary tube formation in endothelial cells [43]. 

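Erich5, a glutamate-rich protein, had the largest fall after 7 days of running among the DG genes that passed with all RUN7 arrays beyond all CTR7 arrays. It fell by 3.91-fold in RUN7 (log2 -1.97, adjusted p = 0.0134 from limma's test), from 3.89 ± 1.08 in CTR7 to 1.92 ± 0.10 (SD, n = 3 per group). In ACR7 it had a log2 fold change of -1.59 (standard error 0.38, adjusted p = 0.0894, and 0.0253 without CTR7 replicate 2), and on day 14 fold changes of -1.17 in ACR14 and -2.05 in RUN14. Lrrc45, of the linker between centrosomes, fell by 1.91-fold in RUN7 (adjusted p = 0.0204) and had a log2 fold change of -0.62 in ACR7 (standard error 0.21, adjusted p = 0.174). Fam193b fell by 1.79-fold in RUN7 (adjusted p = 0.028) and had -0.61 in ACR7 (standard error 0.20, adjusted p = 0.173). Etv1, a transcription factor of the ETS family, had the largest rise among them, by a log2 fold change of 1.30 (standard error 0.33, adjusted p = 0.0303). The RUN7 calls of these genes end without CTR7 replicate 3, RUN7 replicate 1 or RUN7 replicate 3 and with only the arrays of the groups compared. That of Etv1 ends without RUN7 replicate 2 and with no detection filter as well.

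**Figure D3:**
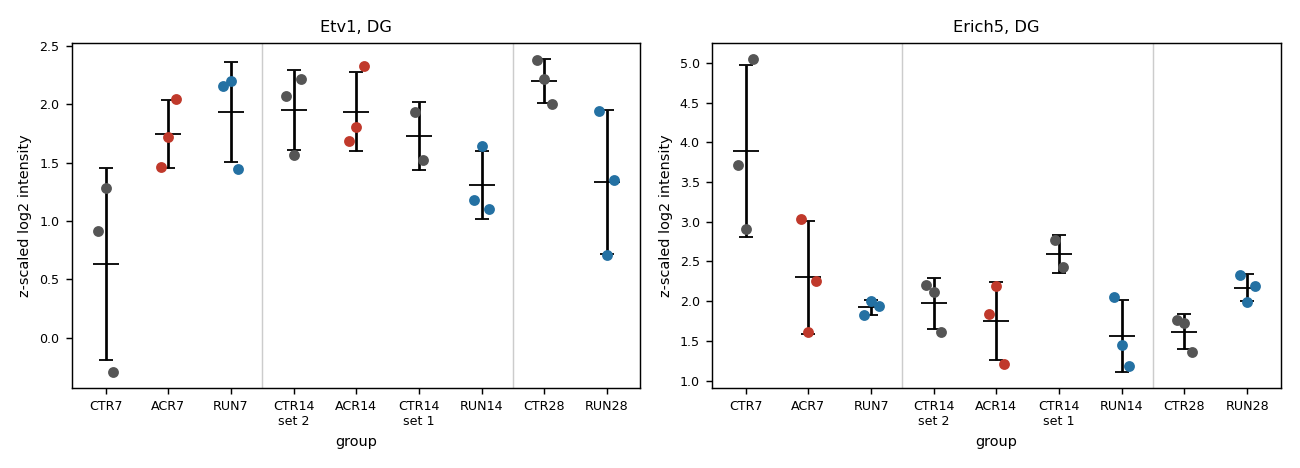
z-scaled log2 intensity of Etv1 (left) and Erich5 (right) in each DG array (points) by group, with group means (bars) and SD (whiskers). Etv1 stands at 0.63 ± 0.82 in CTR7 and 1.93 ± 0.43 in RUN7, and Erich5 at 3.89 ± 1.08 and 1.92 ± 0.10 (n = 3 each).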

Among the down-regulated genes, the microarray analysis highlighted *Erich5* (ACR7 = −2.95 fold, RUN7 = −4.42 fold), *Lrrc45* (ACR7 = −1.80 fold, RUN7 = −2.16 fold) and *Fam193b* (ACR7 = −1.64 fold, RUN7 = −1.90 fold), whose known functions so far are respectively unidentified, related to centrosome cohesion [44], and to rhabdomyosarcomagenesis [45].

**Table 2:** List of top 5 up- and down-regulated, novel candidate genes in Dentate Gyrus and Lateral Entorhinal Cortex after 7 days of AICAR administration (ACR7) and exercise (RUN7)

DENTATE GYRUS					LATERAL ENTORHINAL CORTEX				
GENE	FOLD		Z RATIO		GENE	FOLD		Z RATIO	
	ACR7	RUN7	ACR7	RUN7		ACR7	RUN7	ACR7	RUN7
Wdr37	1.83	2.06	3.73	4.21	Igsf1	3.21	2.29	9.34	6.72
Armc8	1.79	1.98	4.67	4.65	Nr2f2	2.40	2.37	8.29	8.33
Phactr1	1.77	1.71	1.46	0.79	Smpdl3b	2.35	2.10	6.96	5.97
Zmpste24	1.76	1.70	3.92	3.08	Tmie	2.19	1.93	6.27	5.28
Pfkp	1.67	2.23	2.65	3.03	Gm4983	1.90	1.96	5.95	6.45
Ift122	−1.56	−1.71	−2.04	−2.53	Scn1a	−2.19	−1.79	−5.89	−5.02
Trmt1	−1.59	−1.57	−2.44	−2.23	Cd6	−2.35	−1.92	−6.35	−4.97
Fam193b	−1.64	−1.90	−2.74	−3.35	R3 hdm	−2.70	−1.61	−7.89	−4.40
Lrrc45	−1.80	−2.16	−2.80	−3.71	Myl4	−2.78	−2.22	−7.65	−6.05
Erich5	−2.95	−4.22	−7.20	−7.82	Tnnc1	−3.35	−2.39	−8.91	−6.42

In the DG, of the reported 31 genes that showed an inversion of regulation between 7 and 14 days of AICAR treatment, 15 are not related to neuronal plasticity and survival. The top 5 novel gene candidates are reported in Table 3. 

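Lurap1l, an adaptor related to a regulator of actin contraction, rose in the DG after 7 days of running by a fold change of 1.54 (adjusted p = 0.0305 from limma's test, n = 3 per group). With AICAR it had a log2 fold change of 0.75 in ACR7 (standard error 0.16, adjusted p = 0.0729) and -0.41 in ACR14 (adjusted p = 0.999). Ube2g1, a ubiquitin-conjugating enzyme, had 0.56 in ACR7 (standard error 0.20, adjusted p = 0.196) and -0.22 in ACR14. Tank, an adaptor of NF-kappaB and interferon signalling, had 0.62 in ACR7 (standard error 0.19, adjusted p = 0.144) and -0.25 in ACR14. In RUN7 Ube2g1 had a fold change of 1.29 (adjusted p = 0.28, and 0.0447 with every probe on its own) and Tank 1.22. The RUN7 call of Lurap1l ends without CTR7 replicates 1 or 3, without any single RUN7 array and with only the arrays of the groups compared.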

In the DG, among the genes that showed up-regulation after 7 days and down-regulation after 14 days of AICAR, we report for example, *Lurap1l* (ACR7 = 1.78 fold, ACR14 = −1.32 fold), *Ube2g1* (ACR7 = 1.48 fold, ACR14 = −1.26 fold) and *Tank* (ACR7 = 1.48 fold, ACR14 = −1.19 fold), whose gene functions are respectively unidentified, related to the efficiency of the ubiquitin-proteasome protein degradation system [46], and related to osteoclastogenesys and differentiation [47]. Furthermore, genes down-regulated after 7 days and up-regulated after 14 days of AICAR include *Cacna2d1* (ACR7 = −1.42 fold, ACR14 = 1.34 fold), *Slc4a3* (ACR7 = −1.41 fold, ACR14= 1.28 fold) and *Tro* (ACR7 = −1.37 fold, ACR14= 1.20 fold), genes known to play a role in the regulation of calcium channel complex [48], cell volume, pH and Cl^−^ levels [49] and in sperm motility [50] (Table 3).

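Slc4a3, an anion exchanger of neurons, fell by 1.51-fold in RUN7 (adjusted p = 0.0347 from limma's test, n = 3 per group) and Tro, trophinin, by 1.58-fold (adjusted p = 0.0204). With AICAR, Slc4a3 had a log2 fold change of -0.57 in ACR7 (standard error 0.15, adjusted p = 0.131) and 0.31 in ACR14, and Tro -0.44 (standard error 0.14, adjusted p = 0.161) and 0.32. Cacna2d1, an auxiliary subunit of calcium channels, had -0.78 in ACR7 (standard error 0.24, adjusted p = 0.144) and 0.40 in ACR14, and a fold change of -1.56 in RUN7 (adjusted p = 0.113). Slc4a3 and Tro turn to -0.16 and -0.30 in ACR14 against the other set's controls, while against all 14-day controls they have 0.12 and 0.07. None of the 3 genes passed in ACR14, where the smallest adjusted p of all DG genes was 0.362. The RUN7 calls of Slc4a3 and Tro end without CTR7 replicate 3, RUN7 replicate 1 or RUN7 replicate 3 and with only the arrays of the groups compared.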

**Table 3:** List of top 5 up- and down-regulated, novel candidate genes in Dentate Gyrus and Lateral Entorhinal Cortex after 7 days (ACR7) and 14 days (ACR14) of AICAR administration

DENTATE GYRUS					LATERAL ENTORHINAL CORTEX				
GENE	FOLD		Z RATIO		GENE	FOLD		Z RATIO	
	ACR7	ACR14	ACR7	ACR14		ACR7	ACR14	ACR7	ACR14
Lurap1l	1.78	−1.32	3.38	−2.68	Pla2g7	1.69	−1.38	3.97	−2.81
Ube2g1	1.48	−1.26	2.38	−2.20	Kti12	1.64	−1.23	3.79	−1.82
Tank	1.48	−1.19	2.82	−1.63	Ube2q	1.54	−1.16	3.49	−1.57
Jundm2	1.47	−1.43	3.10	−3.36	Eif3k	1.50	−1.29	3.23	−2.44
Kansl1l	1.35	−1.33	2.65	−2.69	Atp5e	1.43	−1.40	2.64	−2.77
Abcc5	−1.32	1.19	−2.39	1.61	Gpcpd1	−1.42	1.45	−2.88	3.21
B4galnt4	−1.34	1.26	−1.53	2.22	Zfand6	−1.43	1.29	−2.67	2.19
Tro	−1.37	1.20	−2.23	1.48	Eif4a2	−1.46	1.36	−2.55	2.18
Slc4a3	−1.41	1.28	−2.40	2.26	Fam126b	−1.48	1.21	−3.27	1.67
Cacna2d1	−1.42	1.34	−3.55	2.64	AI593442	−1.82	1.20	−4.71	1.58

### Novel target genes in lateral entorhinal cortex

In the LEC, ACR7 and RUN7 groups showed similar regulation in of 294 genes, of which only 78 are known to be involved in neuronal plasticity and survival. The top 5 novel LEC genes, similarly up- and down-regulated after 7 days, are reported in Table 2. Among them, we report, for instance, *Igsf1* (ACR7 = 3.21 fold, RUN7 = 2.29 fold), *Nr2f2* (ACR7 = 2.40 fold, RUN7 = 2.37 fold) and *Smpdl3b* (ACR7 = 2.35 fold, RUN7 = 2.10 fold), whose known functions are so far related to membrane trafficking [51], embryonic organ development [52], and cytoskeleton remodeling in podocytes [53]. 

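Igsf1, an immunoglobulin-like membrane protein of the pituitary and hypothalamus, rose by 3.43-fold in ACR7 (log2 1.78, standard error 0.43, adjusted p = 0.0337 from limma's test), from -0.15 ± 0.85 in CTR7 to 1.63 ± 0.37 (SD, n = 3 per group). In RUN7 it had a log2 fold change of 1.23 (adjusted p = 0.143, and 0.0199 without CTR7 replicate 3). Nr2f2, the nuclear receptor COUP-TFII, rose by log2 1.49 in ACR7 (standard error 0.36, adjusted p = 0.0329) and 1.45 in RUN7 (adjusted p = 0.043), values of 0.66 and 0.76 with every probe on its own. Smpdl3b, a sphingomyelin phosphodiesterase, rose by log2 1.25 in ACR7 (standard error 0.27, adjusted p = 0.023) and had 1.04 in RUN7 (adjusted p = 0.0588, and 0.00474 without CTR7 replicate 3 and 0.0272 without RUN7 replicate 1). With quantile normalization and neqc Smpdl3b passes in RUN7 (adjusted p = 0.0432 and 0.0447). Tmie, of the mechanotransduction complex of hair cells, rose by 2.18-fold in ACR7 (adjusted p = 0.0212) and had a fold change of 1.89 in RUN7 (adjusted p = 0.0583). As given above, markers of hypothalamus and amygdala and of striatum rose as lists in the LEC of ACR7, and cortical layer markers fell. The ACR7 calls end without CTR7 replicates 1 or 2 or ACR7 replicates 1 or 2 and with only the arrays of the groups compared, those of Igsf1 and Nr2f2 also with no detection filter, and that of Nr2f2 with every probe on its own and without ACR7 replicate 3. The RUN7 call of Nr2f2 ends without CTR7 replicates 1 or 2 or RUN7 replicates 2 or 3, under neqc, with no detection filter, with every probe on its own and with only the arrays of the groups compared.

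**Figure D4:**
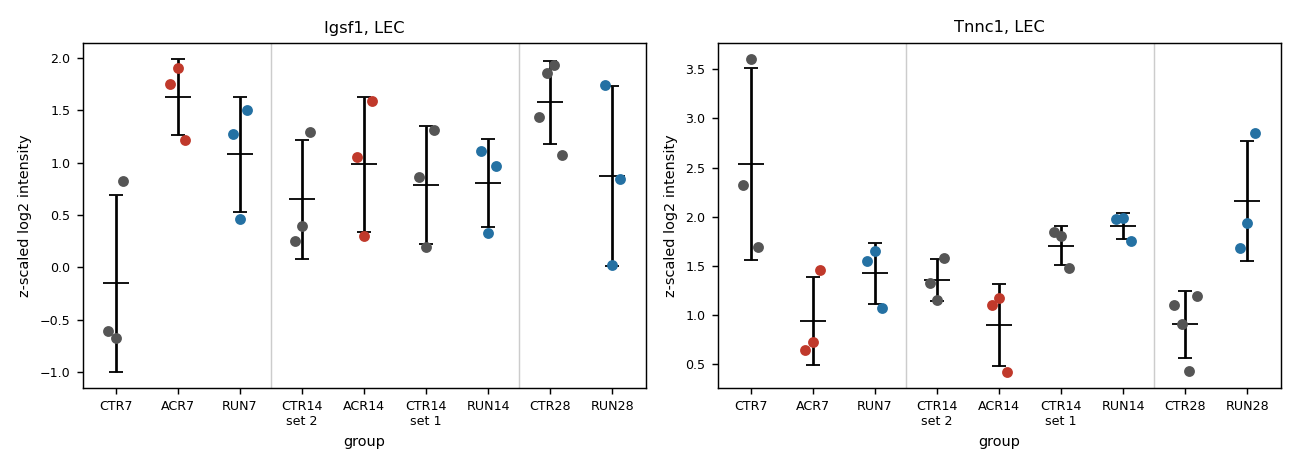
z-scaled log2 intensity of Igsf1 (left) and Tnnc1 (right) in each LEC array (points) by group, with group means (bars) and SD (whiskers). Igsf1 stands at -0.15 ± 0.85 in CTR7 and 1.63 ± 0.37 in ACR7, and Tnnc1 at 2.54 ± 0.98 and 0.94 ± 0.45 (n = 3 each).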

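Troponin C and a myosin light chain of slow and cardiac muscle, encoded by Tnnc1 and Myl4, fell in the LEC after 7 days of AICAR. Tnnc1 fell by 3.03-fold in ACR7 (log2 -1.60, standard error 0.34, adjusted p = 0.0211 from limma's test, n = 3 per group) and Myl4 by 2.59-fold (log2 -1.37, standard error 0.31, adjusted p = 0.027). In RUN7 they had log2 fold changes of -1.12 and -1.05 (adjusted p = 0.102 and 0.0991, and 0.00891 and 0.00417 without CTR7 replicate 3). R3hdm1, an R3H domain protein, fell by 2.67-fold in ACR7 (log2 -1.42, standard error 0.27, adjusted p = 0.0193), -0.37 and not called with every probe on its own, and had -0.76 in RUN7 (adjusted p = 0.146). Cd6, a receptor of lymphocytes, fell by 2.14-fold in ACR7 (adjusted p = 0.0238), and Scn1a, a voltage-gated sodium channel, had a fold change of -2.08 (adjusted p = 0.0763). The ACR7 calls end without CTR7 replicates 1 or 2 or ACR7 replicates 1 or 2, all but that of R3hdm1 with only the arrays of the groups compared, and that of Myl4 with no detection filter. In ACR14 Tnnc1 had a fold change of -1.37. Myl4 is among the genes that differ most between the tissues, at a log2 difference of -2.26 in DG against LEC (adjusted p = 7.51e-23 from limma's test). As given above, cortical layer markers fell as a list in the LEC of ACR7, while hypothalamic and striatal markers rose. Whether the falls of Tnnc1 and Myl4 reflect the treatment or the tissue taken was not tested.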

Among the down-regulated LEC candidates we report *Tnnc1* (ACR7 = −3.35 fold, RUN7 = −2.39 fold), *Myl4* (ACR7 = −2.78 fold, RUN7 = −2.22 fold) and *R3 hdm* (ACR7 = −2.70 fold, RUN7 = −1.61 fold), whose functions are respectively related to cardiac myofilaments contraction [54], to myosin contraction in mice [55], and still unidentified within the mouse genome.

Of the 59 genes in LEC, that showed an inversion of regulation between 7 and 14 days of AICAR treatment, 41 are not related to neuronal plasticity and survival. Indeed, the top 5 LEC candidates include, for instance, *Pla2g7* (ACR7 = 1.69 fold, ACR14 = −1.38 fold), *Kti12* (ACR7 = 1.64 fold, ACR14 = −1.23 fold) and Ube2q (ACR7 = 1.54 fold, ACR14 = −1.16 fold), whose known functions are respectively related to smooth muscle differentiation and influenza susceptibility [56, 57]; to still unidentified processes in mice; and to female fertility [58]. 

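Kti12, of the modification of tRNA, rose in both 7-day groups of the LEC, by 1.6-fold in ACR7 (log2 0.68, standard error 0.13, adjusted p = 0.0193 from limma's test) and 1.62-fold in RUN7 (adjusted p = 0.0175, n = 3 per group). In ACR14 it had a log2 fold change of -0.29 (adjusted p = 0.315), and it moved by -0.97 between the days (adjusted p = 0.0315). Ube2q1, a ubiquitin-conjugating enzyme that the paper calls Ube2q, rose by log2 0.63 in ACR7 (standard error 0.13, adjusted p = 0.0193) and by 1.46-fold in RUN7 (adjusted p = 0.0406). It had -0.25 in ACR14 (adjusted p = 0.359) and moved by -0.88 between the days (adjusted p = 0.0478). Pla2g7, a phospholipase that degrades platelet-activating factor, had 0.71 in ACR7 (standard error 0.19, adjusted p = 0.0527) and -0.45 in ACR14 (adjusted p = 0.299). With every probe on its own Ube2q1 turns to -0.08 in ACR7 and its movement to 0.04, and its movement ends without CTR7 replicate 1 and with no detection filter. The ACR7 and RUN7 calls end without CTR7 replicates 1 or 2, without ACR7 replicates 1 or 2 or RUN7 replicates 2 or 3, and with only the arrays of the groups compared, and the movements between the days end without CTR7 replicate 2, any ACR7 array, any second-set control, ACR14 replicate 2 or the 28-day arrays.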

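Eif4a2, a helicase of translation initiation, had a log2 fold change of -0.46 in the LEC of ACR7 (standard error 0.13, adjusted p = 0.0696 from limma's test, and 0.0246 without CTR7 replicate 3) and 0.35 in ACR14 (adjusted p = 0.257, n = 3 per group). Fam126b had -0.39 in ACR7 (standard error 0.18, adjusted p = 0.28) and 0.37 in ACR14 (adjusted p = 0.349). The gene AI593442 has 0 probes named for it on the arrays, so no value is given. Gpcpd1, a phosphodiesterase of glycerophosphocholine, had fold changes of -1.43 in ACR7 and 1.43 in ACR14 (adjusted p = 0.213 and 0.283).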

Finally, genes *AI593442* (ACR7 = −1.82 fold, ACR14 = 1.20 fold), *Fam126b* (ACR7 = −1.48 fold, ACR14= 1.21 fold) and *Eif4a2* (ACR7 = −1.46 fold, ACR14= 1.36 fold), are respectively still unknown; unidentified; and play a role in breast, lung and skin cancer [59] (Table 3).

### RT-qPCR validates microarray results

The qPCR results were consistent with the microarray findings. Four relevant genes were selected for qPCR validation of microarray results (*n* = 4). All chosen genes presented a selector value equals 2 or −2 (*z*-ratio ≥ 1.5 or ≤ −1.5, *p* ≤ 0.05, fdr ≤ 0.3, and average signal intensity > 0). RT-qPCR was conducted for *Grit* and *VegfA* (DG) and *Tnnc1* and *Dbp* (LEC) at 7 and 14 days of treatment. Specifically, one way ANOVA and post-hoc analysis showed that *Grit* was significantly down-regulated in DG at 7 days (F_(2, 6)_ = 115.0, *p* < 0.001) for both treatments (ACR7 = 0.49 ± 0.05 fold, *p* < 0.05; RUN7 = 0.23 ± 0.02 fold, *p* < 0.05) and at 14 days (F_(2, 11)_ = 16.4, *p* < 0.001; ACR14 = 1.46 ± 0.12, *p* < 0.05; RUN14 = 0.64 ± 0.09, *p* < 0.05). Moreover, *VegfA* was up-regulated by AICAR after 7 days (F_(2, 6)_ = 7.377, *p* < 0.024; ACR7 = 1.73 ± 0.10 fold, *p* < 0.05), and significantly down-regulated by running after 14 days (F_(2, 11)_ = 4.808, *p* < 0.032; RUN14 = 0.60 ± 0.04 fold, *p* < 0.05) (Figure 6C). *Tnnc1* regulation in the LEC showed significant down-regulation after 7 days of both treatment (F_(2, 9)_ = 6.004, *p* < 0.23; ACR7 = 0.30 ± 0.06 fold, *p* < 0.05; RUN7 = 0.36 ± 0.09 fold, *p* < 0.05); lastly, *Dbp* was upregulated by exercise after 14 days (F_(2, 11)_ = 5.19, *p* < 0.03; RUN14 = 1.76 ± 0.18 fold, *p* < 0.05), (Figure 6D).

## DISCUSSION

Our study demonstrates that voluntary exercise and AICAR administration similarly activate muscle metabolism. Initial elevations of muscle AMPK were observed after seven days and robust up-regulation occurred after fourteen days of interventions. In the brain, seven days of AICAR or running increased dentate gyrus BDNF protein levels and cell proliferation. However, longer pharmacological activation did not result in changes in cell genesis or neurotrophin levels and may even be detrimental. In particular, microarray analysis showed an inversion of DG gene regulation, such as increased expression of pro-apoptotic genes, with long-term AICAR treatment. In addition, markers of inflammation were up-regulated in the DG and LEC after fourteen days of AICAR treatment, whereas running reduced inflammatory cytokine levels. Thus, while both interventions may have similar effects on muscle energy metabolism, only running continuously benefits brain function.

AMPK activation in muscle is an important factor in regulating mitochondrial proteins and exercise endurance training [60]. We made side-by-side comparisons *in vivo* over time to determine effects of exercise and AICAR on multiple components of the energy-sensing network in muscle, including pAMPK, PGC-1α and GLUT4. Our data show that all three components were up-regulated in muscle to a similar extent by AICAR and exercise after 14 days of treatment. In human and rodent skeletal muscle, pAMPK levels increase acutely after a bout of exercise [61] and after 15, 30, and 60 minutes or 48 hours of brief AICAR administration [62]. Previous studies on chronic exercise training for 12 weeks in rodents also showed a notable increase in basal levels of pAMPK in peripheral tissues, such as skeletal muscle [20], liver and adipose tissue [63]. In addition, training up-regulates PGC-1α and overexpression of PGC-1α in muscle increases exercise performance [64]. Indeed, the effect of AMPK activation on PGC-1α is considered an important factor in regulating exercise training-induced adaptations, and may also mediate the AMPK-induced elevation in mRNA levels of GLUT4. This is supported by research showing that activation of AMPK in PGC-1α knock-out mice does not induce GLUT4 expression [65]. It should be noted that GLUT4 increased more slowly over time with running than by compound administration, suggesting that despite similar effects on the primary targets (pAMPK and PGC-1α), AICAR and exercise may differentially activate downstream signaling pathways. Indeed, more detailed analysis of both interventions in muscle may further understanding of their influence on brain function.

Several recent studies support the concept that muscle mediated signaling factors may influence brain plasticity. Administration of AMPK agonist AICAR enhances endurance in sedentary mice and functions as an ‘exercise-mimetic’ [20], improving adult neurogenesis and memory function [21]. The effects of the compound are likely indirect as AICAR has a low ability to cross the blood brain barrier [66]. Upon intracerebral infusion memory function and long-term potentiation in hippocampal slices are reduced [67]. In addition, AICAR does not improve spatial memory in mice selectively lacking functional AMPK in muscle, suggesting an indirect mechanism of action and a link between muscle and brain [22]. Further support for the idea that muscle energy metabolism affects brain function comes from a recent study showing that over-expression of PGC-1α in mouse muscle affects the kynurenine pathway and protects these mice from stress induced reduction of synaptic plasticity proteins in the brain, as well as from exhibiting depression-like behaviors [23, 68]. Overexpression of PGC-1α in muscle also has been reported to lead to increased production of Fibronectin type III domain containing 5 (FNDC5), a myokine that is released during exercise [69]. Enzymatic cleavage of FNDC5 generates a peptide called irisin, which may enter the brain and induce hippocampal BDNF gene expression [70].

In the brain, AMPK protein levels were up-regulated in the DG by exercise and AICAR to a similar extent as in muscle at the longer time-point (14 days), but not earlier (7 days). Consistently, thirty days of running elevates hippocampal PGC-1α levels, and eight weeks of treadmill training elevates PGC-1α and Sirtuin 1, increasing brain mitochondrial biogenesis [70]. In addition, eight weeks of voluntary exercise increased phosphorylation of AMPK in the hippocampus of senescence-accelerated mice [71]. These changes may mediate synaptic plasticity and spine formation [70, 72]. However, we observe that the beneficial effects of AICAR and exercise on the brain (increased DG cell genesis and BDNF levels at 7 days) precede brain energy metabolism protein level changes (at 14 days in DG and LEC), indicating these may be unnecessary for enhancement of neural plasticity. Indeed, in Alzheimer's Disease mouse models, prolonged brain AMPK activation may contribute to detrimental effects on synaptic plasticity and memory formation, by inducing long-lasting cellular stress and impairing protein synthesis [73].

A novel observation in the present study is that AICAR treatment elevates BDNF protein levels. However the increase was observed only after 7 days of AICAR treatment, whereas exercise consistently elevated BDNF DG protein levels. It should be noted that our microarray data did not show an exercise-induced increase in BDNF mRNA in the DG at these time-points, consistent with several other short-term [74] or short-distance studies [75], but not other running research [76, 77] analyzing whole hippocampus. 

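Bdnf did not pass in any group of the DG. Its log2 fold change was 0.09 in RUN7 (adjusted p = 0.858 from limma's test, n = 3 per group) and 0.04 in RUN14 (standard error 0.27, adjusted p = 0.991). With AICAR it was -0.06 in ACR7 (standard error 0.24, adjusted p = 0.937) and -0.20 in ACR14 (adjusted p = 0.999), where it has -0.04 with every probe on its own and -0.19 against the other set's controls. In data simulated with known changes and noise independent between genes, limma's test found 38% of DG genes changed 1.5-fold and 85.71% of those changed 2-fold. A smaller change of Bdnf would thus often be missed with these arrays.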

Longer running paradigms elevate DG BDNF mRNA levels [78]. 

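In the LEC, Bdnf had a fold change of -1.5 against controls after 14 days of running (log2 -0.58, adjusted p = 0.356 from limma's test), with all 3 RUN14 arrays below all 3 arrays of the first control set. It had log2 -0.34 in ACR7 (standard error 0.19, adjusted p = 0.366), and fold changes of -1.01 in RUN7 (adjusted p = 0.981) and -1.14 in ACR14 (adjusted p = 0.647). Against the other set's controls its log2 fold change is -0.12 in RUN14 and -0.66 in ACR14, so the order of the day-14 groups depends on the controls used. Other genes induced by neuronal activity, such as Egr1 and Egr4, lay below the same controls in RUN14. In data simulated with known changes and noise independent between genes, the test found 59.18% of LEC genes changed 1.5-fold.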

In the LEC, no increase in BDNF protein levels was found at 7 and 14 days with either intervention, and a reduction in BDNF mRNA was observed. Longer term running, however, elevates BDNF protein levels in the adjacent perirhinal cortex [8]. Overall, there appears to be dissociation between the effects of the interventions on BDNF protein levels and gene expression at the different time-points and in both brain regions examined. These discrepancies may be due in part to transport of BDNF from other brain regions [79].

The effects of both treatments were evaluated on DG and LEC protein expression of the oxidative stress marker nNOS. Running increases nNOS in the DG (after 14 days) but not in the LEC. Treatment with AICAR, on the other hand, does not increase expression in the DG but elevates nNOS levels in the LEC at both time points. This differential modulation, depending both on treatment length and brain region, led us to hypothesize that oxidative stress modulators may be, at least in part, responsible for the lack of improvement of brain functions after longer AICAR treatment. Both nitric oxide (NO) and nNOS affect neurogenesis and neuronal differentiation *in vitro* [80] and *in vivo* [81]. Furthermore, modulation of nNOS in rodents was shown to affect the rate of neurogenesis in the DG [82]. Moreover, glucose-inhibited neurons undergo an increase in nNOS activity and a reduction of pAMPK upon increasing glucose concentrations [83]; this correlation between nNOS increase and kinase reduction is similar to our findings on LEC protein levels. AICAR increases LEC nNOS levels without promoting AMPK activation, while running activates AMPK with no increase in nNOS. Further analyses of the modulation of NO by these treatments may clarify possible direct and indirect mechanisms of action.

In previous studies a wide range of doses and duration of administration of AICAR showed beneficial effects of this compound on peripheral processes. Lower AICAR concentrations than used in our study (0.25 mg/kg/day for two weeks) in mice improved vascular endothelial dysfunction [84]. In addition, administration of 8 mg/kg/min AICAR for 2 hours significantly inhibited glucose production in rodents [85]. We utilized the 500 mg/kg dose because previous studies showed enhanced endurance [20] and memory function [21]. In addition, longer durations of treatment than in our study (4 weeks [20] and 7 weeks [86], 500 mg/kg/day) and higher dosage (1g/kg [87, 88]) had beneficial effects on endurance [20], glucose tolerance and systolic blood pressure [86], myokine release [87] and skeletal muscle vascularization factors levels [88]. In the brain, however, we observed an increase in pro-inflammatory cytokines and angiogenic factors, namely an increase of IL-1β levels in the DG and an up-regulation of VEGFa in the LEC after 14 days of AICAR treatment. Pro-inflammatory molecules are known to affect angiogenesis. VEGFa and other angiogenic molecules can affect inflammation in a plethora of ways [89]. Specifically, cytokines like IL-1β and associated angiogenic modulators are reported to be a crucial component of brain and systemic degeneration processes in aging [90, 91] and in degenerative diseases [92, 93, 94], such as conversion from Mild Cognitive Impairment into Alzheimer's disease (for a review see [95]). Conversely, exercise is known to reduce inflammatory processes in the brain [6, 7, 96]. Consistently, we observed reduced levels of inflammatory cytokines IL-1β, IL-4 and IL-12 with running.

To further elucidate the mechanisms underlying the similarities and differences between AICAR and exercise treatment in the DG and LEC, we performed microarray analysis that matched the time-points of the cellular data. Gene regulation was consistent with plasticity results, showing a parallel regulation of neuro- and energy-related genes at short time points. An inversion of gene expression occurred upon prolonged pharmacological treatment. The neuro-related gene classes are down-regulated at short time points (ACR7 and RUN7) in the DG, and continue to be down-regulated at the longer time point (RUN14). However, a striking up-regulation appears when AICAR administration is extended (ACR14), including elevation of expression of genes important for apoptosis. In a parallel although different way, LEC gene neuro-related classes showed up-regulation at short time points (ACR7 and RUN7), but, as observed for the DG, gene regulation switches to remarkable down-regulation after longer training (RUN14). Longer pharmacological treatment with AICAR (14 days), however, prevented the onset of the down-regulation and maintained LEC gene classes up-regulated.

Our microarray data indicate that exercise and AICAR have a remarkable effect on gene regulation in DG and LEC. There are substantial differences between the two brain regions depending on the duration of the treatment and on the gene classes considered. In the LEC genes related to energy and mitochondrial regulation were modified by the interventions, whereas in the DG expression of neuro-related genes was altered. These data show that external stimuli, such as exercise and AICAR administration, target different functions in different brain areas in specific ways. Indeed, many of the running studies microarray analyses in rodents have been focused on the hippocampus [76, 97]. Regionally-specific differences are of interest, in the light of recent studies on gene profiles of various human brain regions. Such studies reported marked regional differences with aging in gene profiles of entorhinal cortex and hippocampus, with respect to other brain regions [98]. In addition, within the human brain metabolic differences between cortex (high glucose consumption) and other brain regions have been reported [99], which may be linked directly to synaptic plasticity.

Exercise-mimetics may be a promising alternative to physical activity in promoting brain function in aging or neurodegenerative diseases. However, muscle AMPK pathway activation may not predict central effects of such interventions. Even though exercise and AICAR resulted in similar muscle changes, in the brain differential patterns of responsiveness to drug administration developed over time. AICAR switched from being comparable to exercise to upregulating markers of apoptosis and inflammation. Thus, development of pharmacological agents that can consistently and safely mimic effects of exercise on the brain may prove to be challenging.

## MATERIALS AND METHODS

### Subjects and procedures

A cohort of 82 C75BL/6J male mice was purchased from the Jackson laboratory (Bar Harbor, ME). The one-month-old mice were individually housed in standard conditions with food and water ad libitum. Animals were divided into 3 groups [control (CTR), AICAR treated (ACR), voluntary running (RUN)] for experiments of 3, 7 or 14 days duration. ACR mice received a daily intraperitoneal injection (IP) of 5-aminoimidazole-4-carboxamide-1-β-D-ribofuranoside (AICAR, Toronto Research Chemicals Inc., Canada) of 500 mg/kg/day, dissolved in saline, similar to previous studies [20, 21, 22]; CTR and RUN animals received IP saline vehicle. RUN animals had free access to running wheels. Running distance was recorded using Clocklab software (Actimetrics, Wilmette, IL). A subset of the mice (*n* = 46) was treated in the same conditions (CTR, ACR, RUN), but also received daily bromodeoxyuridine (BrdU) IP injections (BrdU; dissolved in 0.9% saline, filtered sterile at 0.2 μm, 50 mg/kg body weight at 10 μg/ml; Sigma Aldrich, St. Louis, MO) for 7 days prior to sacrifice. See Table 1 for complete description of the design and experimental groups. At the end of the scheduled treatment, animals were sacrificed after deep anesthesia with isofluorane (Henry Schein Animal Health, OH). The dentate gyrus (DG), lateral entorhinal cortex (LEC) and gastrocnemius muscle (left and right) were collected and immediately frozen and stored at −80°C for further experiments. The subset of BrdU treated mice were deeply anesthetized with isofluorane and transcardially perfused with 0.9% saline. DG and LEC (left brain hemisphere) and gastrocnemius muscle (left and right) were collected and immediately frozen and stored at −80°C until processing for Western Blot and ELISA analysis. The right brain hemispheres were immediately stored and fixed in 4% ice cold paraformaldehyde (PFA) for 96 hours, and then equilibrated in 30% phosphate buffered sucrose for at least 48 hours. Coronal sections (40 μm) were taken sequentially through the rostral-caudal extent of the hippocampus using a freezing microtome (Thermofisher, Rockville, MD) and stored at −20°C in phosphate-buffered glycerol.

Animals were maintained in accordance with the National Institutes of Health guidelines. All protocols for procedures were approved by the NIA's Institutional Animal Care and Use Committee.

### Western blotting for AMPK pathway proteins

Frozen tissues were stored at −80°C. Samples were then thawed in ice cold RIPA Lysis buffer (Millipore Corp., Billerica, MA) completed with Protease/Phosphatase Inhibitor Cocktail (Cell Signaling Technology, Danvers, MA). Tissues were grinded using Polypropylene Pestles (Bioexpress, Kaysville, UT) and sonicated with 1 second bursts for 15 seconds at 4°C. Samples were centrifuged at 14000 g for 15 minutes at 4°C. Protein concentration was quantified via Bradford assay. Eighty micrograms of protein were boiled and separated on a 4–12% NuPAGE^®^ Bis-Tris polyacrylamide gel (Life Technologies, Frederick, MD). Proteins were then transferred to Immobilon-FL membranes (Millipore Corp., Billerica, MA), blocked with 5% BSA in TBST and treated overnight with rabbit anti-β-tubulin (1:2500, Li-Cor Biosciences, Lincoln, NE), rabbit anti-pAMPK (1:1000, Cell Signaling Technology, Danvers, MA), mouse anti-AMPK (1:500, Cell Signaling Technology, Danvers, MA), mouse anti-GLUT4 (1:1000, Cell Signaling Technology, Danvers, MA), rabbit anti-PGC-1α (1:1500, Santa Cruz Biotechnologies, Santa Cruz, CA), mouse anti-α-tubulin (1:2500, Li-Cor Biosciences, Lincoln, NE), mouse anti-IL-1β (1:800, ABCAM, San Francisco, CA), rabbit anti-VEGFa (1:1000, ABCAM, San Francisco, CA), rabbit anti-nNOS (1:1000, Cell Signaling Technology, Danvers, MA). Membranes were then tagged with 680 CW or 800 CW fluorescent goat anti-mouse or anti-rabbit IRDye (1:20, 000, Li-Cor Biosciences, Lincoln, NE), read in an OdysseyR infrared imager, and evaluated using Odyssey 2.0 software (Li-Cor Biosciences, Lincoln, NE). Precision Plus Protein Ladder (Bio-Rad, Hercules, CA) was used as a marker. Comparisons to non-perfused muscle tissue (*n* = 4 per group) were made as an additional control, and showed that saline perfusion did not affect phosphorylation and protein levels (data not shown).

### ELISA assay for BDNF quantification in dentate gyrus and lateral entorhinal cortex

BDNF quantification was performed using BDNF Emax ImmunoAssay System (Promega, Madison WI) according to manufacturer specifications. Briefly, frozen tissue were thawed in Promega lysis buffer, homogenized and then diluted 1:2.5 with ice-cold PBS; after an acidification step, total protein concentration was quantified via Bradford assay. Elisa polystyrene plates were incubated anti-BDNF monoclonal antibody (1:1000) in carbonate coating buffer before adding protein samples or standards. After being tagged with anti-human BDNF antibody (1:500) and with anti-IgY horseradish peroxidase conjugate (1:200), plates were treated with Promega TMB One Solution. To stop the reaction, 1N HCl was used. Plates were read at 450 nm with a Multiskan Ascent Plate Reader. Results were normalized against total protein amount.

### Multiplex ELISA assay for cytokines quantification in dentate gyrus and lateral entorhinal cortex

Cytokines quantification was performed using Mouse Cytokine – IR (9-plex) (Quansys Biosciences, Logan, UT) according to manufacturer specifications. Briefly, frozen tissue were thawed in ice cold PBS with Protease/Phosphatase Inhibitor Cocktail (Cell Signaling Technology, Danvers, MA), sonicated with 2 second bursts for 20 seconds and then diluted 1:2 with Quansys Sample Diluent. Samples have been loaded in duplicate on Quansys multiplex plate and incubated according to manufacturer protocol. Plate was read using OdysseyR infrared imager on channel 800. Results were analyzed using Q-view software (Quansys Biosciences). Total protein concentration was evaluated via Nanodrop (Thermo Scientific, Wilmington, DE) at 280 nm.

### BrdU immunohistochemistry and cell counts

Sections (40 μm) were stained for BrdU as previously reported [100]. Specifically, a one-in-six series of sections (240 μm apart) was pre-incubated with 0.6% H_2_O_2_ for 30 min, incubated in 2 N HCl at 37°C for 30 min, and then neutralized in 0.1 M Borate buffer at RT. After multiple washings, sections were blocked using TBS++ for 30 min at R.T., and subsequently incubated with rat anti-BrdU (1:200, Accurate Chemical, Westbury NY) overnight at 4°C. After washing in TBS and TBS++, sections were incubated for 2 h with biotin-SP-conjugated donkey anti-rat IgG (1:250, Jackson ImmunoResearch, West Grove, PA), and then washed in TBS and incubated for 2 h in ABC reagent (Vectastain Elite; Vector Laboratories, Burlingame, CA). The substrate 3, 3-diaminobenzidine (DAB; D4418, Sigma, St. Louis, MO) was applied for 5 min. BrdU-positive cells were counted through a 20 × objective (Olympus, BX51, Center Valley, PA) and multiplied by six to obtain the total number of new DG cells [101].

### Microarray analysis on dentate gyrus and lateral entorhinal cortex

Total RNA was extracted using the Trizol reagent (Invitrogen, Carlsbad, USA) according to the manufacturer's protocol. Samples RNA amount and purity were quantified using a Nanodrop (Thermo scientific, Waltham, MA); the 3 most pure and concentrated samples were chosen for microarray analysis. Samples were hybridized to MouseRef-8 v1 Expression beadchips (Illumina) following protocols listed on the Gene Expression and Genomics Unit of the NIA (http://www.grc.nia.nih.gov/branches/rrb/dna/index/protocols.htm). Micro array fluorescent signals were extracted using an Illumina BeadArray 500GX reader. The signals on each sample are normalized by log *z*-transformation to obtained *z*-scores and tests for distributions as previously described [102]. Correlation analysis, sample clustering analysis, and principal component analysis include all of the probes and were performed to identify/exclude any possible outliers. The resulting dataset was next analyzed with DIANE6.0, a spreadsheet-based microarray analysis program. After normalization by log *z*-transformation, the statistically significant gene list for each comparison condition was selected upon the conditions of (1) the probe signal detection *P*-value ≤0.02, (2) one way ANOVA over sample groups was *P*-value < 0.05, (3) pairwise *z*-test *P*-value < 0.05, (4) false discovery rates are < 0.30, and (5) gene expression changes measured by *z*-ratio were not less than 1.5 the mean of their absolute values. Further clustering/correlation analyses were done based on these selection criteria. Gene set enrichment analysis used gene expression change values (*z*-ratio) for the average of all of the genes on the microarray. Parametric analysis of gene set enrichment (PAGE) was used [103] for gene set analysis. Gene Sets include the MSIG database (http://www.broadinstitute.org/gsea/msigdb/collection_details.jsp#C2, Gene Ontology Database [http://www.geneontology.org/]; GAD human disease and mouse phenotype gene sets [103, 104] were used to explore functional level changes. The data discussed in this article have been deposited in NCBI's Gene Expression Omnibus [105] and are accessible through GEO Series accession number GEO #: GSE64607.

### RT-qPCR for illumina microarray analysis validation

Illumina microarray data were validated with RT-qPCR performed on the mRNA samples previously described. Reverse transcription was carried out on 0.5 μg of RNA using qScript cDNA Supermix (Quanta Bioscience) according to manufacturer protocol; primers for the selected genes *Tnnc1*, *Bdnf*, *Grit*, *VegfA*, and *Hsp90* were purchased from Integrated DNA Technologies using IDT online primer designer. The specific sequence of each of the primers was as follows:

*Grit*:  rev. 5′-AGAGGTATGGCATTGTGGATG-3′,
     fwd. 5′-AGGTTCTTTTGTCAGGTCGG-3′;
*VegfA*: rev. 5′-TGGTGACATGGTTAATCGGTC-3′,
     fwd. 5′-GGCAGCTTGAGTTAAACGAAC-3′;
*Tnnc1*: rev. 5′-TGTTCTTGTCACCGTCCTTC-3′,
     fwd. 5′-AGGAGCTGTCGGATCTCTTC-3′;
*Dbp*:  rev. 5′-CCATGAGACTTTTGACCCTCG-3′,
     fwd. 5′-TCATTGTTCTTGTACCTCCGG-3′;
Endogenous ctr, *Hsp90*: rev. 5′-CCTCTTTCTCACCTTT CTCTTCC-3′,
     fwd. 5′-ATTCGCAGTTCATAGGCTATCC-3′.

All primers were tested by melting curve analysis for specificity for one single amplicon product. qPCR was performed with SYBR^®^ Green PCR Master Mix (Life Technologies, Grand Island NY) on an Illumina Eco Real-Time PCR. Results were analyzed using the Comparative Ct method.

## Statistical analysis

All statistical analyses were performed using Statview (Abacus Corporation, Baltimore, MD). Analysis of immunoblotting, immunohistological and enzymatic assays results were carried out with one way analysis of variance (ANOVA). Post-hoc analysis was performed using either Fisher's test or Games-Howell's test, depending on the sample-variance and sample-size. Results are expressed as mean ± S.E.M.

## SUPPLEMENTARY FIGURE

# Supplementary material for: Exercise-mimetic AICAR transiently benefits brain function
**Source:** Oncotarget. 2015 Jul 17;6(21):18293–313. doi: 10.18632/oncotarget.4715
**Supplement:** Supplementary file 1

SUPPLEMENTARY FIGURE

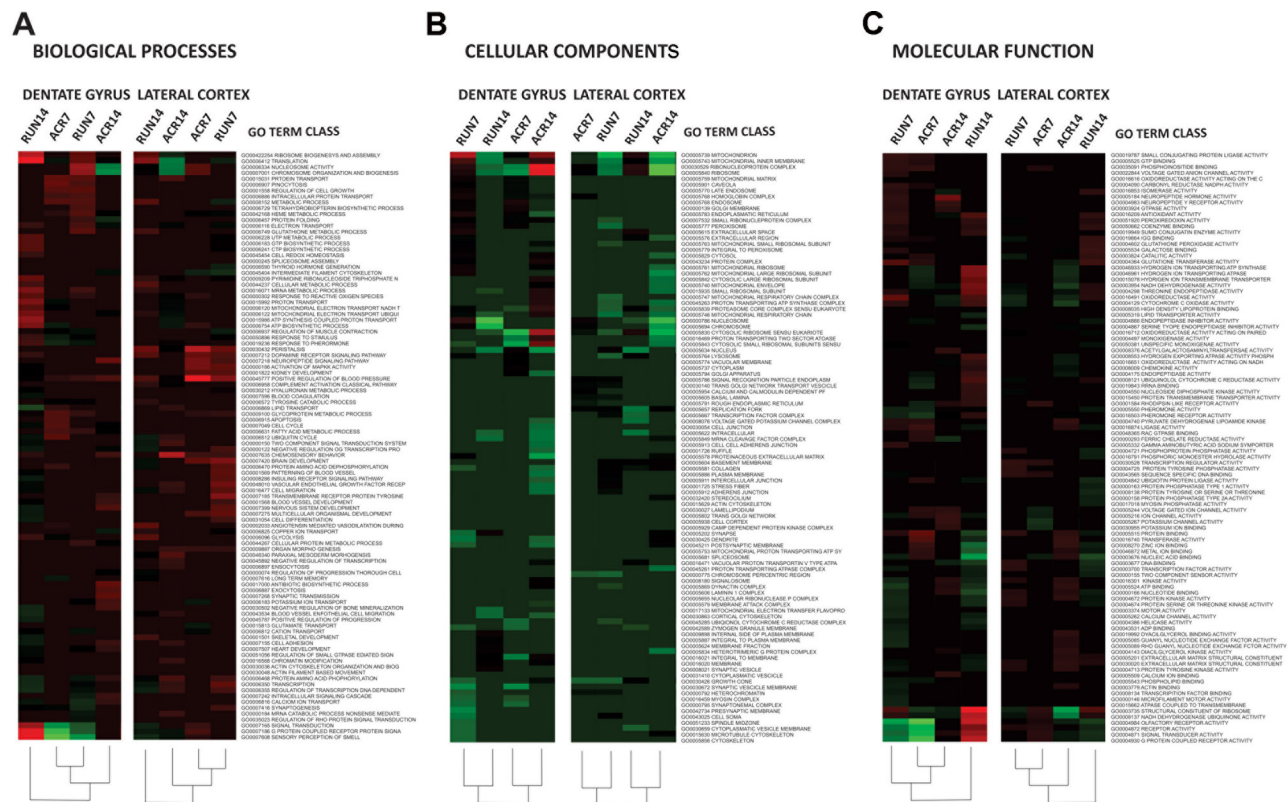

Supplementary Figure S1: Microarray analysis of Dentate Gyrus (DG) and Lateral Entorhinal Cortex (LEC): Analysis of control (CTR), AICAR treated (ACR), and voluntary running (RUN) mice after 7 and 14 days of treatment. A. Heat map of Biological Processes GO Term gene classes. B. Heat map of Cellular Component GO Term gene classes C. Heat map of Molecular Mechanisms GO Term gene classes. Up-regulated gene classes are colored in red, down-regulated gene classes are colored in green.

How the deposited data were processed for this re-analysis (not part of the article)

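RNA was measured on 54 Illumina MouseRef-8 arrays, 26 of dentate gyrus (DG) and 28 of lateral entorhinal cortex (LEC). Mice had received AICAR at 500 mg/kg, saline, or saline together with running, for 7 or 14 days. The deposited data also hold mice that ran for 28 days with their own controls. From each group the methods took the 3 most pure and concentrated RNA samples. The deposited arrays give 3 per group and tissue, apart from 2 DG controls of the first 14-day set and 4 LEC controls of day 28. The labels place the 14-day controls in 2 sets. RUN14 belongs with the first set and ACR14 with the second, while ACR7 and RUN7 share 1 set of controls.

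The authors extracted the deposited intensity values with GenomeStudio 1.6.0, without normalization between arrays. Background subtraction is not stated, and the lowest intensity of an array is 35.3 to 50.4. The deposited detection p-value of each probe gives the share of negative control beads that are as bright. The authors also deposited a score per probe and array, the log intensity minus the mean of the array and divided by its SD. Recomputed from the intensities, this score differs from the deposited one by at most 0.

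Intensities were taken to log2 and z-transformed within each array as the methods describe. They were then multiplied by the mean SD of the arrays of the tissue, 1.855 in DG and 1.748 in LEC, so that differences read as log2 fold changes. A probe was kept when its detection p was 0.02 or less in every array of at least 1 group, which left 12658 probes in DG and 12233 in LEC. Gene names come from the platform annotation given with the series, in which 23978 probes carry 1 symbol, 0 carry several and 1719 carry none. Of the named probes, 23971 were found in the RefSeq table for GRCm38.p6, and 8 symbols were updated. The probe with the highest mean signal stands for each gene, giving 8756 DG genes and 8544 LEC genes. A gene detected on 0 arrays of a group has only a bound for its fold change, written as "at least". Between 11495 and 13219 probes were detected per array, at a median of 12060, and arrays of one group correlated at 0.975 to 0.996. With 2 to 4 arrays per group, the number of arrays limits precision.

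Each tissue was fitted in R 4.3.3 with limma 3.58.1 as 1 model with a mean for each group, using all arrays of the tissue so that groups share an estimate of the spread. Each p-value for a gene is from limma's moderated test, adjusted by the Benjamini-Hochberg method over the genes tested, and a gene was called at an adjusted p under 0.05. The comparisons set each treatment against its controls, ACR7 against RUN7, the second 14-day control set against the first, the ACR14 effect against the ACR7 effect, and the ACR14 effect against the RUN14 effect. DG and LEC were compared over all arrays with the mouse as a random block, by means of statmod 1.5.0. Files were read with data.table 1.17.8.

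For gene classes, 33 gene lists on metabolism, synapses, stress, cell death and cell types were written by hand. They were tested with limma's camera at a preset correlation of 0.01, adjusted over the lists within a comparison. The same test with an estimated correlation, and the parametric analysis of gene set enrichment that the paper used, were run beside it. Where a list is followed across settings, its value is the mean log2 fold change of its members minus that of the other genes. Which of the lists the text describes was chosen after their results were seen.

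The selection rule of the paper was applied to the arrays of days 7 and 14. It asks for a detection p of 0.02 or less, an analysis of variance and a pairwise z-test each at p under 0.05, a false discovery rate under 0.3 and a z-ratio of 1.5 or more in size. The paper's results also name an average signal intensity above 0, on a scale it does not give. This limit was left out of the rule and run apart, read as a mean z-score above 0. The paper gives no formula for the z-test, so the difference of mean z-scores was divided by the root of the summed squared standard errors.

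Correlations between effects were set beside 100 draws of unchanged groups, simulated from the residuals with shared or separate controls as in the design, and so were the shares of same signs and the overlaps of calls of the 7-day groups. Counts of called genes were set beside other splits of the same arrays, at most 100 per comparison. Gene span for a test of a length trend was taken from the RefSeq table.

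Groups, the tests of genes and of lists, the gene lists and the alternatives below were fixed before the data were examined. The criteria of the tests of explanations were written after a first fit. The alternatives are quantile normalization, the neqc background correction with an offset of 16, the deposited scores, no detection filter, a detection p of 0.01 or less in every array, and every probe on its own. They further include only the arrays of the groups compared, the 7- and 14-day arrays alone, the replicate number as a block, all 14-day controls or the other set's controls, a false discovery rate of 0.3, a pooled t-test or detection on the group means in the paper's rule, and leaving out each array in turn. A mean z-score above 0 in the paper's rule, and a count without liver genes, were added after the data were seen. Between scalings, the median log2 fold change of all genes moved by 0.06 at most in the upward direction and by -0.07 in the downward direction. That median cannot show shifts of bright genes against dim ones, and some lists moved more. With quantile normalization, the DG ACR7 respiratory chain turned from below the other genes to 0.075 above them, and glycolysis to 0.025. Where leaving out an array left 1 DG control in the first 14-day set, that array was taken to vary like the other groups.

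Genes are named by a rule: those the paper names for arrays, RT-qPCR or proteins, whose values in the paper had been seen, the 10 largest rises and 10 largest falls per comparison, and up to 4 members of a described list with the smallest p. The largest changes were taken among called genes whose treated arrays all lie beyond all control arrays. Other members of a list or genes outside the rule were named after their values had been seen.

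The statistics were tested on simulated data with 200 changed genes. At a 2-fold change, limma's test found 85.71% of changed genes in DG and 94% in LEC, and at a 1.5-fold change 38% and 59.18%. Of the DG calls, 10 of 167 were false, and of the LEC calls, 9 of 181. The noise was drawn for each gene on its own, so these data hold no correlation between genes and no shift of whole arrays. Their shares of false calls therefore need not hold for the real arrays, where another split of LEC RUN7 and its controls called 421 genes. Behaviour, neurogenesis, protein and RT-qPCR measurements are not analysed here. The genes Phactr1, Gm4983 and AI593442 have no probe named for them, and Il1b was not detected in DG.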

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

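The tests of gene span as the whole source of a shared direction, of list scores over the control groups and of counts without the liver genes are tests chosen only after results were seen, as was the stricter reading of the liver test. The criteria of the other tests of explanations were written after counts and correlations of a first fit had been seen.

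The 28-day running arrays belong to data that the paper did not report, and in DG 22 genes changed against their controls, 16 higher and 6 lower (1041 at an unadjusted p under 0.05 by limma's test). The higher genes include secreted liver proteins, Mup2 at least 10.5-fold, Ambp at least 3.68-fold and Apoc1 4.77-fold higher (adjusted p = 0.0118 for each, with all 3 RUN28 arrays above the controls), and these calls end without CTR28 replicate 3 and with only the arrays of the groups compared, where the count is 0. Liver RNA in the samples would raise other abundant liver genes too, and the 5 of a second list of 24 that were detected had a median log2 difference of 1.78, from Apoa2 at 2.63 to Ass1 at 0.16, with adjusted p from 0.095 to 0.66, but all of them except Ass1 were above background on at most 1 control, so that detection favours genes that rose, and the median over all 24 is 0.456. Against it, albumin, among the most abundant transcripts of liver, had -0.03 and was above background in no DG array of day 28, and Ass1 is the only 1 of the 24 that all controls express. The criterion as first written, on the median over the detected genes, was met, and the stricter reading was set after that value was seen. Single arrays without running were raised as well. The mean of the 10 liver genes seen first was 0.13 in ACR14 replicate 3 and -0.03 in replicate 4 of the second control set, against -1.12, -1.11 and -1.22 in CTR28. A liver source and a response of the tissue to running cannot be told apart with these values.

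Of the splits of these DG arrays, too few for a share under 0.05, the labels as given have 22 genes and the highest other 5.

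In LEC, the same unreported comparison of 28-day runners with controls changed 1275 genes, 620 higher and 655 lower. The labels as given have the highest count of all 35 splits, a share under 0.05. Another split gives 1229 genes, so that the count hardly sets the labels apart and chance is not firmly excluded. What that split has in common with the treatment was not examined.

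Between the untreated 14-day control sets of DG, which the paper did not compare, 11 genes changed, 3 higher and 8 lower in the second set. Ndufb9 and Ndufb10 of complex I were 2.23-fold and 2.06-fold higher (adjusted p = 0.0485 and 0.0479) and Pebp1 2.06-fold (adjusted p = 0.0286), while Cdk12 was at least 2.03-fold lower (adjusted p = 0.0286). The count is 0 without first-set replicates 1 or 3, second-set replicates 5 or 6, or with only the arrays of the groups compared, and limma's test has 1558 genes at an unadjusted p under 0.05.

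The RUN7 effect in DG ran along this difference between untreated animals, with a correlation of 0.567 across genes, which are not independent. Both effects fall with the genomic span of the gene, at -0.213 in RUN7 and -0.368 between the sets, as the RUN14 effect does at -0.324, against 0.05 in ACR7, and AICAR minus running rises with it at 0.365 on day 7 and 0.296 on day 14, which is consistent with a technical trend between samples and with an effect of running. By covariance span is not the whole source, since that of both effects is 0.0497 with the trend removed in place of 0.058, above the highest of 100 simulated draws at 0.0334, while the correlation is 0.538 in place of 0.567, both within a simulated range that reaches 0.673. The mean of respiratory chain minus postsynaptic genes differs by 0.292 between RUN7 and its controls and ranges by 0.681 over the 4 untreated control groups, but that range is the one between these sets, so that it decides nothing. A state of the samples and a response of the DG to running stay open, since no array sets them apart.

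The AICAR and running effects of day 7 were alike, with correlations across genes, which are not independent, of 0.725 in DG and 0.776 in LEC. Both use the same 3 controls, which alone makes effects correlate. Their covariance of 0.0622 in DG and 0.0442 in LEC lies above the highest of 100 simulated draws with shared controls, 0.0534 and 0.0366, so that by covariance sharing does not account for all of it, while the correlations lie within the simulated ranges, which reach 0.814 and 0.827. In DG, the CTR7 arrays had 11968 to 12347 probes detected and log2 SDs of 1.70 to 1.83. Both measures were higher in every array of RUN7 (12448 to 13013, and 1.86 to 1.98) and of ACR7 (12505 to 12813, and 1.88 to 2.14). In LEC these ranges overlap. With 3 controls the groups are too few to split them between the effects, and a state of CTR7 that differs from both groups stays open. A response common to AICAR and running stays open as well, untested.

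In LEC, the AICAR effect differed between day 7 and day 14 for 8 genes by a test of the difference, 1 moving up and 7 down (1522 at an unadjusted p under 0.05). Pom121 moved by -1.30 log2 units, Notch1 by -1.14, Id4 by -1.09, Cygb by -1.09, Kti12 by -0.97, Ube2q1 by -0.88, Rps19bp1 by -0.78 and Rab7 by 0.80. As many genes or more were called in 2 of 100 splits, a share under 0.05. The highest other split gave 14 genes, more than the labels as given, so that chance is not excluded for these genes. The count is 0 without any single ACR7 array, any second-set control or ACR14 replicate 2, 1 without CTR7 replicate 2, 30 without CTR7 replicate 3, 28 without ACR14 replicate 3 and 113 without ACR14 replicate 1. Rab7 and Ube2q1 turn to -0.46 and 0.04 with every probe on its own.

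Dixon's ratio was taken in the 1 group of 4 arrays, the LEC controls of day 28, for 23 values of quality and of named genes, and no array passed it as lying far from the others.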

How the results depend on the processing

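The count without the liver genes, the mean z-score above 0 in the paper's rule and the list values, set as differences from other genes, are tests chosen only after results were seen.

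With 3 arrays in most groups, limma's test found 38% of simulated 1.5-fold changes in DG and 59.18% in LEC, and genes near the background of the arrays have only a bound. Over all alternatives, 330 counts of genes stayed within 1.5 times and 141 did not. Of the values of named genes, 5282 kept their side of the threshold, those called in neither setting counted whatever their sign, 780 lost a call, 57 gained one and 9 that were called turned. For lists these numbers are 2085, 274, 50 and 32, and of the correlations 119 stayed within their spread and 2 did not. The deposited scores, which are the same values on another scale, changed no call. The comparison of DG and LEC identity, 6251 genes, has 6390 with quantile normalization, 6389 with neqc, 7836 with no detection filter and 4656 with a detection p of 0.01. Except where the setting itself removes arrays or genes, the cause was not tested. The beadchip as a block was not run, since the files do not give it.

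With quantile normalization, DG control sets differ in 57 genes in place of 11, LEC ACR14 in 5 in place of 0, and the LEC ACR14 minus ACR7 effects in 17 in place of 8. DG ACR7 respiratory chain genes turn to 0.075 from -0.17, DG RUN7 cytosolic ribosome genes to 0.2 and DG ACR7 glycolysis to 0.025. With neqc these values are 37, 4, 29, 0.08, 0.206 and 0.035, and DG RUN28 has 35 genes in place of 22, 19 up and 16 down in place of 16 and 6. The DG RUN7 count divides into 107 up and 255 down with quantile normalization and 91 and 225 with neqc, in place of 140 and 178.

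With no detection filter, DG ACR7 has 1 gene in place of 0, DG RUN28 12, LEC ACR7 78 in place of 119, LEC RUN7 48 in place of 83, LEC ACR14 2 and LEC RUN14 1. A detection p of 0.01 leaves DG RUN28 1 gene, DG control sets 27, LEC ACR7 against RUN7 2 in place of 13, LEC control sets 1 in place of 0 and the LEC ACR14 minus ACR7 effects 16. With every probe on its own, DG ACR7 has 1 gene, DG RUN7 767, DG RUN28 35, DG control sets 6, LEC ACR7 against RUN7 8 and LEC control sets 2. Other probes then turn the log2 values of Yme1l1 (-0.002) and Zmpste24 (0.959) in DG RUN7, of G3bp1 in DG ACR7 (1.122) and RUN7 (1.222), of Ncs1 in DG RUN28 (0.051) and of Tardbp between DG control sets (0.279). They also turn Ube2q1 in LEC ACR7 (-0.078), its movement between the days (0.042) and that of Rab7 (-0.463).

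Only the arrays of the groups compared, with fewer arrays to estimate the spread, give DG RUN7 1 gene, DG RUN28 0, DG control sets 0, DG ACR7 against RUN7 2 and the DG ACR14 minus ACR7 effects 1. In LEC they give ACR7 16, RUN7 0, RUN14 3, control sets 3, ACR7 against RUN7 6 and the ACR14 minus ACR7 effects 0. At an unadjusted p under 0.05, limma's test had 1041 genes for DG RUN28, 1558 for DG control sets, 1457 for LEC RUN7 and 1522 for those LEC effects in the full fit. The 7- and 14-day arrays alone give DG RUN7 498, DG control sets 25, DG ACR7 against RUN7 1, the DG ACR14 minus ACR7 effects 1, LEC RUN7 25 and the LEC ACR14 minus ACR7 effects 0.

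Replicate numbers do not pair the arrays. Of 9 pairs of same-numbered arrays on day 7, 3 in each tissue had deviations that correlated above 0.1, and in 20 of 58 cases an array correlated best with its own number. With the replicate block, DG RUN7 has 40 genes, DG RUN28 12, DG control sets 0, LEC ACR7 71, LEC RUN7 18, LEC ACR14 10, LEC RUN28 736 in place of 1275, LEC ACR7 against RUN7 5 and the LEC ACR14 minus RUN14 effects 1. DG ACR14 lists turn under the block, the respiratory chain to 0.135, fatty acid oxidation to 0.13 and antioxidant enzymes to 0.194, and histones between DG control sets to -0.202, while Bdnf in DG ACR14, not called, is at -1.013 in place of -0.204. The second control set shares no replicate number with ACR14 or the first set, so that the block cannot pair these groups. Its values and counts for ACR14 and between the control sets therefore say nothing on the treatment.

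All 14-day controls give DG ACR14 5 genes, the DG ACR14 minus RUN14 effects 1, LEC ACR14 120, the LEC ACR14 minus ACR7 effects 68 and the LEC ACR14 minus RUN14 effects 58. In DG ACR14 they turn the respiratory chain to 0.081 and the mitochondrial ribosome to 0.075, and in DG RUN14 fatty acid oxidation to -0.05 and antioxidant enzymes to -0.005. The other set's controls give DG ACR14 1, DG RUN14 178, the DG ACR14 minus RUN14 effects 791, LEC ACR14 126, the LEC ACR14 minus ACR7 effects 76 and the LEC ACR14 minus RUN14 effects 34. They turn DG ACR14 lists (respiratory chain 0.335, mitochondrial ribosome 0.24, cytosolic ribosome 0.258, fatty acid oxidation 0.162, antioxidant enzymes 0.326) and DG RUN14 lists (respiratory chain -0.062, mitochondrial ribosome -0.064, fatty acid oxidation -0.18, antioxidant enzymes -0.162). They also turn the DG ACR14 minus RUN14 effect on the respiratory chain (0.397) and the DG ACR14 minus ACR7 effect on fatty acid oxidation (0.012). In LEC RUN14 they turn immediate early genes (0.154), clock genes (0.039) and endothelial and pericyte genes (-0.031). In DG the correlation of ACR14 and RUN14 effects becomes -0.451 and that of ACR7 and ACR14 effects 0.192.

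At a false discovery rate of 0.3, DG counts are 1077 for ACR7, 2543 for RUN7, 324 for RUN28, 1694 between control sets, 1 for ACR7 against RUN7 and 60 for the ACR14 minus ACR7 effects. LEC counts are 1330 for ACR7, 1507 for RUN7, 743 for ACR14, 7 for RUN14, 3716 for RUN28, 20 between control sets, 41 for ACR7 against RUN7, 1638 for the ACR14 minus ACR7 effects and 72 for the ACR14 minus RUN14 effects. Of the lists called by camera in the treated groups of days 7 and 14, 31 in DG and 23 in LEC, 1 is left in each tissue with an estimated correlation, and the paper's gene set method, PAGE, calls 49 and 36 there. By the paper's rule with a pooled t-test in place of its z-test, DG ACR14 has 4 genes in place of 325, DG RUN14 0 in place of 535, LEC ACR14 180 in place of 485 and LEC RUN14 36 in place of 541. Against the other set's controls it takes 1091 genes in DG ACR14 and 1251 in DG RUN14. Without the liver genes DG RUN28 has 0 genes called by limma.

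Leaving out each array in turn, DG counts run from 0 to 35 for ACR7, 0 to 688 for RUN7, 0 to 1 for ACR14, 0 to 35 for RUN28 and 0 to 12 between control sets. LEC counts run from 0 to 445 for ACR7, 0 to 411 for RUN7, 0 to 82 for ACR14, 0 to 2 for RUN14, 313 to 1638 for RUN28, 4 to 10 for ACR7 against RUN7, 0 to 113 for the ACR14 minus ACR7 effects and 0 to 8 for the ACR14 minus RUN14 effects. The paper's rule takes 302 to 717 genes in DG RUN14, 391 to 747 in LEC ACR7 and 353 to 797 in LEC RUN7. Respiratory chain values run from -0.33 to 0.014 in DG ACR7 and from -0.198 to 0.045 in LEC RUN7, mitochondrial ribosome values from -0.094 to 0.078 in DG ACR7, and histone values between DG control sets from -0.008 to 0.532. Other counts of genes stayed within 1.5 times under these refits.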

Differences from the paper's values

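The mean z-score above 0 in the paper's rule is a test chosen only after results were seen.

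The paper prints array folds for genes in its text and tables, and 94 of them were compared. Of these, 91 have the same sign, 46 lie within 0.05 on the log2 scale, and 12 differ, in sign or by more than the SD between replicates of that gene. In the DG, Hap1 in ACR7 has the paper's fold of -1.20 against -1.55 here, Jdp2 (Jundm2) the paper's 1.47 against 1.61, and Abcc5 the paper's -1.32 against -1.44. Among the alternatives set before the data were examined, quantile normalization and neqc bring each of these within the paper's value, and for Abcc5 leaving out CTR7 replicate 3 or ACR7 replicate 2 does so too. The other alternatives do not.

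The remaining DG genes have more than 1 probe. Wdr37 has the paper's folds of 1.83 in ACR7 and 2.06 in RUN7 against 1.17 and 1.15 here, Pfkp the paper's 1.67 and 2.23 against 1.16 and 1.17, and Armc8 in RUN7 the paper's 1.98 against 1.43. Of the alternatives set before the data were examined, every probe on its own comes within the paper's values for these, as does leaving out CTR7 replicate 1 for Armc8, and the others do not. Zmpste24 has the paper's folds of 1.76 in ACR7 and 1.70 in RUN7 against 1.07 and -1.03 here, and none of those alternatives comes within them. Its other probes have 1.65 and 2.01 in ACR7, and 1.50 and 1.94 in RUN7.

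Rab7 in the LEC has the paper's fold of 1.28 in ACR7 against -1.25 here, and the paper's -1.44 in ACR14 against 1.39. None of the alternatives set before the data were examined comes within the paper's values, although another probe of the gene has the paper's signs, at 1.08 and -1.28. Fig. 5E prints the opposite signs to the text of the paper, and these match the values here.

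The paper's counts of genes were set beside its own rule of selection, run without its limit on average signal intensity. Of 28 counts, 7 differ by more than 1.5 times, the limit used below for a count to come within another. For DG RUN14 the paper gives 563 up and 502 down, against 248 and 287 here. Among the alternatives set before the data were examined, the other set's controls bring both within the paper's counts, at 585 and 666. All 14-day controls do so for the lower genes (444) and not for the higher ones (293). Leaving out RUN14 replicate 1 likewise does so for the lower genes (379), and the other alternatives for neither. For genes up in both 7-day groups of the DG the paper gives 192, against 293 here. Detection on the group means (277) and all 14-day controls (285) come within it, while a pooled t-test (355) and the other set's controls (293) do not. A mean z-score above 0 is 1 reading of the average signal intensity above 0 that the paper states. Added after the values were seen, it gives 203, within the paper's count, and drops 0 of the 42 DG calls of the paper that the rule selects.

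For LEC ACR14 the paper gives 520 up, against 249 here. All 14-day controls (356) and the other set's controls (369) come within the paper's count, and the other alternatives set before the data were examined do not. For LEC RUN14 the paper gives 590 up and 397 down, against 317 and 224 here, and none of those alternatives comes within its counts. For genes down in both 14-day groups of the LEC the paper gives 10, against 27 here, and again none of them comes within it. Of the calls the paper names gene by gene, its rule selects 42 of 50 in DG and 38 of 50 in LEC here.

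Some stated directions of gene classes differ as well. The paper scored GO Term classes with PAGE, while the lists here were written by hand and tested mainly with camera. A difference below can therefore come from the sets of genes or from the test. The paper states that neuropeptide signalling genes fell in the DG in both 7-day groups. The 17 neuropeptide genes tested here were not called by camera (adjusted p = 0.286 in ACR7 and 0.695 in RUN7), and leaving out CTR7 replicate 3 calls them as lower in ACR7 (adjusted p = 0.034). Their direction in RUN7 is upward, called by the paper's gene set method (adjusted p = 0.02). The vesicle genes, which stand for synaptic transmission, did fall in both groups (adjusted p = 1.89e-06 and 0.000317), calls lost with an estimated correlation (adjusted p = 0.582 and 0.569), with quantile normalization and with neqc. Glutamate receptor and postsynaptic genes did not pass in either (adjusted p = 0.207 and 0.0695), while the paper's gene set method calls them as lower in both (adjusted p = 0.025 and 0.0037), and camera in RUN7 with a detection p of 0.01, without RUN7 replicate 2, and with only the arrays of the groups compared or the 7- and 14-day arrays.

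The paper states that mitochondrial and metabolic classes rose in the DG with 7 days of AICAR. The respiratory chain genes fell there (camera adjusted p = 0.000355, and adjusted p = 0.885 with an estimated correlation), a direction that turns with quantile normalization and neqc. Fatty acid oxidation genes are called as higher with no detection filter (adjusted p = 0.0102), without ACR7 replicate 3 (0.00697) and by the paper's gene set method (0.0491). Antioxidant enzymes and the mitochondrial ribosome are so called without ACR7 replicate 3 (0.0481 and 0.0233).

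The paper states that 14 days of running kept neuronal classes down in the DG and lowered them in the LEC. In DG, RUN14 vesicle genes had an adjusted p of 0.43 from camera in the upward direction, and they are called as higher against all 14-day controls, against the other set's controls and without replicate 3 of the first set. In LEC they had an adjusted p of 0.199 in the downward direction and are called as lower without replicate 3 of the first set (adjusted p = 0.0108). The paper also states that 14 days of AICAR raised neuronal classes in the LEC. None of the 4 lists of neuronal genes was called there, and neuropeptides are called as lower against the other set's controls (adjusted p = 0.0276).

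For apoptosis, the paper states a rise of classes that enhance it and a fall of classes that decrease it in the DG after 14 days of AICAR. Anti-apoptotic genes fell here as well (camera adjusted p = 0.012, and adjusted p = 0.0727 with an estimated correlation), while pro-apoptotic genes were tested in the downward direction (adjusted p = 0.148). In the LEC after 14 days of running, the paper states a rise of energy-related classes. Antioxidant enzymes rose here too (adjusted p = 0.0152, and adjusted p = 0.559 with an estimated correlation), and respiratory chain genes had an adjusted p of 0.218 and are called as higher with quantile normalization, neqc, all 14-day controls, the other set's controls, and without RUN14 replicate 2 or replicate 2 of the first set. The mitochondrial ribosome is called as higher without RUN14 replicate 2.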

Other observations

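The choice of lists followed over the alternatives, the mean of the liver genes per array and the count without the liver genes are tests chosen only after results were seen.

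After 28 days of running, the LEC had higher expression of genes for energy metabolism and protein synthesis and lower expression of genes for neuronal activity and the clock. Of 72 respiratory chain and ATP synthase genes, 41 rose over all genes and 51 adjusted over the list alone, at a median log2 fold change of 0.42 (camera adjusted p = 1.34e-20, and adjusted p = 0.337 with an estimated correlation). Of 68 mitochondrial ribosome genes, 32 rose over all genes and 39 adjusted over the list alone (median 0.28, adjusted p = 4.67e-17, and adjusted p = 0.115 with an estimated correlation), and of 55 genes of the cytosolic ribosome, 20 and 26 (adjusted p = 2.77e-11, and adjusted p = 0.352 with an estimated correlation). Immediate early genes fell (adjusted p = 0.00105, and adjusted p = 0.513 with an estimated correlation; 3 over all genes and 7 adjusted over the list alone), and so did clock genes (adjusted p = 0.0176, and adjusted p = 0.266 with an estimated correlation; 4 and 7), the latter call ending without RUN28 replicate 1 (mean difference from other genes -0.27 in place of -0.28). Per1, a clock gene, fell 2.81-fold, Irs2, an adaptor of the insulin receptor, 2.16-fold, and Nav1, a neuronal microtubule protein, 2.06-fold (adjusted p = 0.00289, 0.00128 and 0.000376), while Rbm3, a cold-induced RNA-binding protein, rose 2.04-fold (adjusted p = 0.000792), calls that no alternative and no removed array ends.

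Markers of oligodendrocytes rose in these LEC arrays (adjusted p = 0.00156, and adjusted p = 0.549 with an estimated correlation; 2 over all genes and 4 adjusted over the list alone), with Opalin, a myelin membrane protein, 2.03-fold higher (adjusted p = 0.0054). Pvalb, the calcium-binding protein of fast-spiking interneurons, rose 2.93-fold (adjusted p = 0.00605), and both calls end without RUN28 replicate 3 (log2 fold change 0.88 in place of 1.02 for Opalin and 1.17 in place of 1.55 for Pvalb). Antioxidant, histone and microglial genes also rose (adjusted p = 0.000677, 0.0392 and 0.0498, and adjusted p = 0.352, 0.647 and 0.513 with an estimated correlation), and postsynaptic genes fell (adjusted p = 0.0152, and adjusted p = 0.352 with an estimated correlation). The histone call ends without CTR28 replicates 2 (mean difference from other genes 0.13 in place of 0.17) or 3 (0.17, at fewer arrays) and RUN28 replicate 2 (0.12), and the microglial call without CTR28 replicates 1 (0.14 in place of 0.20) or 2 (0.13) and RUN28 replicates 1 (0.20, at fewer arrays) or 2 (0.19). The count of 1275 is 617 without CTR28 replicate 2, 833 without CTR28 replicate 4, 576 without RUN28 replicate 2 and 313 without RUN28 replicate 3. Across genes, which are not independent, the RUN7 and RUN28 effects of LEC correlated at -0.421, against simulated values down to -0.771, and those of DG at -0.163.

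In DG, 28 days of running lowered the lists of vesicle and transmitter release genes (median -0.22, adjusted p = 0.00254, and adjusted p = 0.446 with an estimated correlation), immediate early genes (adjusted p = 0.0067, and adjusted p = 0.518 with an estimated correlation), astrocyte markers (adjusted p = 0.0067, and adjusted p = 0.446 with an estimated correlation) and oligodendrocyte markers (adjusted p = 0.00295, and adjusted p = 0.658 with an estimated correlation), and blood genes rose (adjusted p = 0.0417, and adjusted p = 0.446 with an estimated correlation). Without CTR28 replicate 3 all but the blood genes lose the call, at -0.11 in place of -0.24 for the vesicle genes, -0.27 in place of -0.39 for immediate early genes, -0.14 in place of -0.27 for astrocytes and -0.12 in place of -0.45 for oligodendrocytes. The vesicle call also ends without RUN28 replicate 3 (-0.16), that of immediate early genes without CTR28 replicate 1 (-0.36) or RUN28 replicate 1 (-0.31), and that of the blood genes without CTR28 replicate 2 (0.36 in place of 0.58), RUN28 replicate 1 (0.53) or RUN28 replicate 3 (0.54). Choroid plexus genes, which mark another tissue, lay higher on the 3 RUN28 arrays (1.48, 0.75 and 0.98) than on those of CTR28 (0.38, -0.67 and 0.13), a list not called (adjusted p = 0.546). The mean of the 10 liver genes seen first was 2.61, 0.41 and 0.47 in RUN28 replicates 1, 2 and 3 and -1.12, -1.11 and -1.22 in CTR28, and reached 0.13 in ACR14 replicate 3 and -0.03 in replicate 4 of the second control set. Of the 22 genes called, 12 are on neither liver list, and without the liver genes 0 are called by limma's test, of which the full set has 1041 at an unadjusted p under 0.05.

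Between the untreated control sets of day 14, the DG of the second set had higher respiratory chain genes (median 0.35, adjusted p = 4.25e-15, and adjusted p = 0.471 with an estimated correlation; 14 adjusted over the list alone), mitochondrial ribosome genes (adjusted p = 8.44e-10, and adjusted p = 0.471 with an estimated correlation; 15) and cytosolic ribosome genes (adjusted p = 5.4e-09, and adjusted p = 0.546 with an estimated correlation), and also antioxidant, fatty acid oxidation, histone and oligodendrocyte genes (adjusted p = 5.81e-07, 0.000615, 0.00611 and 0.0272, and adjusted p = 0.471, 0.501, 0.546 and 0.623 with an estimated correlation). Postsynaptic and AMPK genes were lower (adjusted p = 0.0237 and 0.0326, and adjusted p = 0.546 and 0.471 with an estimated correlation), these calls ending without first-set replicate 1 (mean difference from other genes -0.16 in place of -0.26, and -0.14 in place of -0.20) or second-set replicate 5 (-0.17 and -0.16). Without first-set replicate 1 the ribosome (0.09 in place of 0.32) and histones (-0.01 in place of 0.26) lose the call, without second-set replicate 5 fatty acid oxidation (0.16 in place of 0.33) and histones (0.15), and without first-set replicate 3 (0.29 in place of 0.45) or second-set replicate 6 (0.08) the oligodendrocyte markers. Choroid plexus genes were higher (median 2.35, adjusted p = 0.048, and adjusted p = 0.546 with an estimated correlation), a call that ends without first-set replicates 1 (2.53 in place of 2.21) or 3 (1.88) and without second-set replicate 5 (0.61).

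The LEC sets differed in 0 genes by limma's test, with 619 at an unadjusted p under 0.05, while as lists the second set was lower in immediate early genes (adjusted p = 2.61e-09, and adjusted p = 0.169 with an estimated correlation), clock and glucocorticoid genes (adjusted p = 0.00263 for both, and adjusted p = 0.108 and 0.232 with an estimated correlation), cortical, histone and chaperone genes (adjusted p = 0.00796, 0.0106 and 0.0431, and adjusted p = 0.251, 0.597 and 0.169 with an estimated correlation), and higher in vascular genes (adjusted p = 2.63e-05, and adjusted p = 0.169 with an estimated correlation). Without first-set replicate 2 the glucocorticoid (mean difference from other genes -0.11 in place of -0.22), cortical (-0.16 in place of -0.22), histone (-0.13 in place of -0.14) and chaperone (-0.08 in place of -0.10) calls end. Histones also lose it without second-set replicate 6 (-0.09 in place of -0.14), and the chaperones without second-set replicates 5 (-0.08) or 6 (-0.10, at fewer arrays), with quantile normalization and with neqc.

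In DG ACR7, further lists called were the ribosome and glycolysis as lower and glucocorticoid and microglial genes as higher (adjusted p = 7.18e-13, 0.00673, 0.0272 and 0.0123, and adjusted p = 0.695, 0.695, 0.582 and 0.695 with an estimated correlation), of which glycolysis turns from a mean difference from other genes of -0.25 to 0.03 with quantile normalization and to 0.04 with neqc, while the ribosome is at -0.03 in place of -0.37 with either, not called. The glucocorticoid call ends without CTR7 replicate 2 (0.15 in place of 0.21) or ACR7 replicate 2 (0.15), and the microglial call without CTR7 replicate 1 (0.18 in place of 0.23), without ACR7 replicate 2 (0.12), with quantile normalization (0.15) and with neqc (0.20). ACR7 replicate 2 stands apart in choroid plexus genes, at 4.11 against -0.29 and 0.30 in the rest of ACR7. On the z-scaled values, ACR7 replicate 3 stands apart in the ribosome, at 4.14 against 4.63 and 4.74. That array also has the highest log2 SD of all 54, at 2.14 against 1.88 and 1.96 in the rest of ACR7. Its values are divided by that SD, which lowers bright genes, so this need not be a trait of the sample. RUN7 had histones as higher and AMPK genes as lower (adjusted p = 0.00455 for both, and adjusted p = 0.865 and 0.329 with an estimated correlation). ACR14 had histone and glucocorticoid genes as lower and hypothalamic genes as higher (adjusted p = 1.22e-06, 0.000963 and 0.00771, and adjusted p = 0.336, 0.0727 and 0.248 with an estimated correlation), none of which is called against the other set's controls (-0.001, -0.09 and 0.46), the hypothalamic call also ending without ACR14 replicate 3 (0.18 in place of 0.47) or second-set replicate 5 (0.34). RUN14 had the ribosome as higher (adjusted p = 2.41e-18, and adjusted p = 0.273 with an estimated correlation), at 0.06 in place of 0.37 against the other set's controls and not called. The list mean of the ribosome is 4.35 and 4.748 in replicates 1 and 3 of the first set, against 4.661, 5.065 and 4.942 in RUN14. Fatty acid oxidation moved down between ACR7 and ACR14 (adjusted p = 0.00372, and adjusted p = 0.536 with an estimated correlation), which ends without ACR7 replicate 2 (-0.23 in place of -0.31) or second-set replicate 5 (-0.15) and turns to 0.01 against the other set's controls.

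In LEC, ACR7 had histones as higher (adjusted p = 0.00411, and adjusted p = 0.933 with an estimated correlation), a call that ends without CTR7 replicate 3 (mean difference from other genes 0.16 in place of 0.19). RUN14 had chaperones and clock genes as lower and the ribosome as higher (adjusted p = 0.00192, 0.0152 and 0.0334, and adjusted p = 0.0169, 0.203 and 0.834 with an estimated correlation). Against the other set's controls the chaperones are at -0.07 in place of -0.17, not called, and the clock genes turn to 0.04 from -0.17. The clock call also ends without RUN14 replicate 1 (-0.12), and that of the ribosome without first-set replicates 1 (0.05 in place of 0.08) or 3 (0.08, at fewer arrays) or RUN14 replicate 3 (0.01).

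Splits of the arrays with 3 in each group are too few for a share under 0.05. With the labels as given and in the highest other split, DG counts are 0 and 0 for ACR7, 318 and 0 for RUN7, 0 and 45 for ACR14 and 0 and 0 for ACR7 against RUN7, and LEC counts are 119 and 2 for ACR7, 83 and 421 for RUN7, 0 and 0 for ACR14, 0 and 1 for RUN14, 0 and 0 between control sets and 13 and 0 for ACR7 against RUN7. All 10 splits of the DG ACR7, DG ACR14, LEC ACR14, LEC RUN14 and LEC control set arrays and of DG ACR7 against RUN7 give as many genes as the labels, since these have 0, and 1 of 10 or, in LEC RUN7, 2 of 10 in the others. The 421 genes in another split of the LEC RUN7 arrays point to a structure of the samples apart from the treatment. The DG ACR14 minus ACR7 effects and the LEC ACR14 minus RUN14 effects, with 0 genes, are reached by 100 of 100 splits, the highest others giving 58 and 6, which a count of 0 fixes, so that these splits say nothing on chance. In the comparison of DG with LEC, 6251 genes stand against 169 in the highest other of 100 splits, and chance can be excluded. The counts of 0 come from limma's test, which at an unadjusted p under 0.05 has 1273 genes in DG ACR7, 357 in DG ACR14, 676 in DG ACR7 against RUN7, 961 in the DG ACR14 minus ACR7 effects, 1226 in LEC ACR14, 748 in LEC RUN14 and 1063 in the LEC ACR14 minus RUN14 effects. DG comparisons with the first 14-day control set, of 2 arrays, were not split.

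Genes whose arrays did not overlap between groups made up 18.8% of DG genes in ACR7, 31.9% in RUN7 and 10.3% in ACR14, where chance gives 10%. In LEC the share was 18.6% in ACR7, 15.4% in RUN7, 17.7% in ACR14 and 19.2% in RUN14, against 17.5% between the untreated control sets. Between the untreated DG sets, where 2 arrays against 3 raise the chance share, it was 37.1%. Untreated groups thus reach such shares as well, and genes are not independent.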
